# The Honey Bee Epigenomes: Differential Methylation of Brain DNA in Queens and Workers

**DOI:** 10.1371/journal.pbio.1000506

**Published:** 2010-11-02

**Authors:** Frank Lyko, Sylvain Foret, Robert Kucharski, Stephan Wolf, Cassandra Falckenhayn, Ryszard Maleszka

## Abstract

In honey bees (*Apis mellifera*) the behaviorally and reproductively distinct queen and worker female castes derive from the same genome as a result of differential intake of royal jelly and are implemented in concert with DNA methylation. To determine if these very different diet-controlled phenotypes correlate with unique brain methylomes, we conducted a study to determine the methyl cytosine (mC) distribution in the brains of queens and workers at single-base-pair resolution using shotgun bisulfite sequencing technology. The whole-genome sequencing was validated by deep 454 sequencing of selected amplicons representing eight methylated genes. We found that nearly all mCs are located in CpG dinucleotides in the exons of 5,854 genes showing greater sequence conservation than non-methylated genes. Over 550 genes show significant methylation differences between queens and workers, revealing the intricate dynamics of methylation patterns. The distinctiveness of the differentially methylated genes is underscored by their intermediate CpG densities relative to drastically CpG-depleted methylated genes and to CpG-richer non-methylated genes. We find a strong correlation between methylation patterns and splicing sites including those that have the potential to generate alternative exons. We validate our genome-wide analyses by a detailed examination of two transcript variants encoded by one of the differentially methylated genes. The link between methylation and splicing is further supported by the differential methylation of genes belonging to the histone gene family. We propose that modulation of alternative splicing is one mechanism by which DNA methylation could be linked to gene regulation in the honey bee. Our study describes a level of molecular diversity previously unknown in honey bees that might be important for generating phenotypic flexibility not only during development but also in the adult post-mitotic brain.

## Abstract 2

Using genome-wide methylation profiles in honey bee queen and worker brains to understand how contrasting organismal outputs are generated from the same genotype.

## Author Summary

The queen honey bee and her worker sisters do not seem to have much in common. Workers are active and intelligent, skillfully navigating the outside world in search of food for the colony. They never reproduce; that task is left entirely to the much larger and longer-lived queen, who is permanently ensconced within the colony and uses a powerful chemical influence to exert control. Remarkably, these two female castes are generated from identical genomes. The key to each female's developmental destiny is her diet as a larva: future queens are raised on royal jelly. This specialized diet is thought to affect a particular chemical modification, methylation, of the bee's DNA, causing the same genome to be deployed differently. To document differences in this epigenomic setting and hypothesize about its effects on behavior, we performed high-resolution bisulphite sequencing of whole genomes from the brains of queen and worker honey bees. In contrast to the heavily methylated human genome, we found that only a small and specific fraction of the honey bee genome is methylated. Most methylation occurred within conserved genes that provide critical cellular functions. Over 550 genes showed significant methylation differences between the queen and the worker, which may contribute to the profound divergence in behavior. How DNA methylation works on these genes remains unclear, but it may change their accessibility to the cellular machinery that controls their expression. We found a tantalizing clue to a mechanism in the clustering of methylation within parts of genes where splicing occurs, suggesting that methylation could control which of several versions of a gene is expressed. Our study provides the first documentation of extensive molecular differences that may allow honey bees to generate different phenotypes from the same genome.

## Introduction

Many animal species have evolved the capacity to generate organisms with contrasting morphological, reproductive, and behavioral phenotypes from the same genome. However, the question of how such strikingly different organismal outputs occur with no standard genetic changes remains one of the key unresolved issues in biology.

The nutritionally controlled queen/worker developmental divide in the social honey bee *Apis mellifera* is one of the best known examples of developmental flexibility in any phylum. Despite their identical nature at the DNA level, the queen bee and her workers are strongly differentiated by their anatomical and physiological characteristics and the longevity of the queen [1]. Furthermore, the behaviors of queens and workers are remarkably divergent, varying from the navigational proficiency of foragers to the colony-bound omnipresent chemical influences of the queen which control many aspects of the colony's existence. A diet of royal jelly during larval development clearly influences the epigenetic status of the queen's cells without altering any of the hardwired characteristics of her genome. As a result, two contrasting organismal outputs, fertile queens and non-reproductive workers, are generated from the same genome.

Recently, we have shown that diet is not the only modulator of developmental trajectories in honey bees. By silencing the activity of DNA methyltransferase 3 (DNMT3), a key component of epigenetic machinery controlling global gene reprogramming, we were able to generate adult bees with queen characteristics [2]. This relatively simple perturbation of the DNA methylation system not only mimicked the dietary effect of royal jelly on phenotype but also changed the cytosine methylation pattern of an illustrator gene. Furthermore, analysis of gene expression in both queens and workers suggested that their alternative developmental pathways are associated with subtle transcriptional changes in a particular group of genes encoding conserved physio-metabolic proteins [2],[3]. These findings prompted us to examine the hypothesis that significant behavioral differences between queens and workers are partly underpinned by differences between their brain epigenomes that have arisen from basically identical genomes during development. The choice of brain tissue is critical because it is a non-dividing, largely diploid tissue and is thus free of any complications that arise from differential genomic replication that may characterize polytene and endopolyploid tissues (nearly all adult tissues of insects are non-diploid). In the context of methylomes, the use of whole bodies, or abdomens, creates an unacceptable mixture of methylomic signatures that simply cannot be deconvoluted in regards to function in any biologically meaningful manner.

We used bisulfite converted brain DNA of both castes together with Solexa (Illumina GA) sequencing technology [4] to generate a DNA methylation map at single-nucleotide resolution across the *Apis* genome. This powerful approach has recently been used to compare DNA methylation profiles across a group of selected species, including DNA from a worker honey bee whole body [5]. The results confirm the antiquity of DNA methylation in eukaryotes [6],[7] and provide more experimental evidence that this epigenomic modification is utilized in a lineage-specific manner [8]–[10].

Here we confirm that in contrast to heavily methylated mammalian genomes [11], only a small and specific fraction of the honey bee genome is methylated [5],[10],[12],[13]. Furthermore, the methylated cytosines occur in a group of genes showing a higher level of conservation than non-methylated genes. Nearly 600 of those genes show significant methylation differences in the brains of queens and workers, suggesting that their transcription might be epigenetically modulated in a context-dependent manner. Additional deep sequencing of selected genes in all three castes—queens, workers, and drones (haploid males)—suggests that brain methylation patterns are unique to each behavioral system. We discuss our findings in the context of epigenetic influences on global regulatory networks and their ability to generate contrasting phenotypic and behavioral outcomes from the same genome.

## Results

### Characterization of Brain Methylomes in Queens and Workers

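Genomic DNA from 50 pooled queen brains and from 50 pooled worker brains was converted with bisulfite and sequenced as 1 library per caste with Illumina reads, which were paired apart from 1 lane of shorter single reads of the worker library. Bisulfite turns unmethylated cytosines into uracils, which are read as thymines, and leaves methylated cytosines unchanged, so the reads at a cytosine divide into methylated and unmethylated reads. The workers were 8 d old and the queens 2.5 wk old by the paper, and the label of the queen sample gives 18 days. The authors mapped the reads with BSMAP and kept bases of high quality, and the deposited values are the counts of methylated and of unmethylated reads for every cytosine with at least 1 read, on each strand apart. The queen library lists 55321358 cytosines with 316727397 read bases in all, and the worker library lists 55583361 cytosines with 299878877. Positions follow scaffolds whose names belong to a later assembly than the v.02 used in the paper, and linkage group numbers were inferred from the order of these names. The tables carry no gene annotation, so genes such as GB18602 and GB15356 were located only by the primers listed in Table S4. Across nuclear cytosines outside CpG dinucleotides, 0.0701% of the reads in the queen library (95% Wilson interval 0.0698 to 0.0705) and 0.0855% in the worker library (0.0851 to 0.0859) were methylated. A cytosine was called methylated by a one-sided binomial test of its methylated reads against the deamination rates stated in the paper, 99.76% for the queen and 99.71% for the worker. The p-values were adjusted by the Benjamini-Hochberg method over all cytosines of a library covered by at least 2 reads, with a threshold of 0.05. A single library per caste gives no replicate, so every test between them compares the reads of these 2 libraries and not the castes. Intervals of shares cover counting error only. Those of mean levels, medians and correlations come from the spread across CpGs or windows, which they treat as independent. No interval covers spread between bees or libraries. Where reads are summed over several cytosines, a read counts once for each cytosine that it covers, so such counts are not independent. Intervals, limits and p-values from these sums treat them as independent.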

The sequencing of bisulfite converted *Apis* DNA yielded a dataset of 131 million reads after filtration and quality checks, 68.5% of which were mapped to unique genomic regions. The total sequence output was 18.8 giga bases (10.2 Gb for the queen and 8.6 Gb for the worker) yielding a combined 20× coverage of the 260 Mb genome. Our reads also contained multiple coverage of thousands of unmethylated repeated elements (ALUs and mariners) giving false-positive rates of only 0.1% for the queen DNA and 0.2% for the worker DNA. Figure S1A shows the distribution of the coverage depth for all cytosines on both strands, whereas distribution of the CpG nucleotides is shown in Figure S1B. More than 90% of the 10,030,209 CpGs in the *Apis* genome were covered by at least two sequencing reads, allowing for the methylation status of individual sites to be determined with confidence.

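The sequence contexts in the deposited tables gave 9674711 CpG dinucleotides. With the reads of both strands summed, a CpG had on average 12.1 reads in the queen library and 11.8 reads in the worker library, with medians of 12 and 11. At least 2 reads were present at 92.6% of the CpGs in the queen library and at 92.2% in the worker library, and 88.6% reached this in both. A minimum of 5 reads was reached by 82.1% and 78.8% of the CpGs, and a minimum of 10 reads by 60.8% and 56.3%. Where the cytosine of each strand is counted on its own, as in the calls of methylation, 79.8% of the CpG cytosines of the queen library and 77.3% of those of the worker library had at least 2 reads. Depth followed base composition. In windows of 1000 bp with a GC content under 25%, a CpG had a mean of 6.69 reads in the queen library and 4.84 in the worker library, and in windows with a GC content from 50% to 70% these means were 15.6 and 18.4. In simulated data with the depths of these libraries, every methylated cytosine had the same level, near the mean of the called cytosines of the queen library (82.04%). There the binomial test recovered 81.3% (queen) and 80.8% (worker) of the methylated CpG cytosines with 2 to 4 reads, and 99.6% and 98.9% of those with 5 to 9 reads. Sites at lower levels would be recovered less often. Methylated CpG dinucleotides with at least 10 reads in both libraries had mean levels of 60.7% (queen) and 62.1% (worker).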

The characteristics of the brain methylomes of queens and workers are shown in Tables 1 and 2. Three firm conclusions can be drawn. First, of the over 60 million cytosines that exist in the *Apis* genome, only approximately 70,000 are methylated. 

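In the queen library 92522 CpG cytosines were called methylated among 15448804 tested, a share of 0.599%. In the worker library 70720 were called among 14964754, a share of 0.473%. Either library held at least 1 read for 61979116 cytosines in all. With the reads of both strands of a CpG summed before the test, 63979 CpG dinucleotides were called in the queen library and 55039 in the worker library. The counts moved with the coverage minimum: at 5 reads per cytosine they were 52325 and 30708.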

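CpG cytosines made up 99.4% of the calls in the queen library and 99.5% in the worker library. Outside CpG, 40 CHG and 492 CHH cytosines (H stands for A, C or T) were called in the queen library, and 24 CHG and 314 CHH cytosines in the worker library. Of these, 2 CHG and 19 CHH cytosines were called in both libraries. The adjusted p threshold allows 5% of the calls to be false, which comes to 4653 of the 93054 calls of the queen library and 3553 of the 71058 calls of the worker library, more than all the calls outside CpG. With the p-values adjusted within each context, 18 cytosines outside CpG were called in the queen library and 9 in the worker library.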

Second, nearly all the methylated cytosines occur in CpG dinucleotides. Third, the overriding majority of these methylated sites are in exons. Finally, the number of methylated cytosines in *Apis* is nearly three orders of magnitude lower than in the human genome [11]. This relatively small number of mCs overcomes the large technical hurdles that exist in both mammalian and plant genomes where the number of methylated sites that need to be examined in terms of their importance to biological phenomena is in the hundreds of millions.

**Table 1:** Cytosine DNA methylation in queens and workers in CG, CHG, and CHH genomic contexts (H = A, T, or C).

	Total	Methylated in Queens	Methylated in Workers	Methylated in Both Castes
CG	10,030,209	69,064	68,222	54,312
CHG	8,673,113	14	130	0
CHH	45,072,611	561	3,019^a^	0

The thresholds used for methylation calls are detailed in the Methylation Assessment section.

a Nearly all of the 3,019 CHH that were inferred to be methylated in worker brains on the basis of Solexa reads were found to be not methylated by an additional sequencing of selected amplicons using the 454 technology.

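The 338 CHG and CHH cytosines called in the worker library had a median of 3 reads and a median methylation level of 66.7%, and the 532 called in the queen library had a median of 4 reads and a level of 50%. Of the worker calls with at least 5 reads in the queen library, 18 of 98 (18.4%) were called there too. In the other direction this held for 20 of 120 (16.7%). The calls outside CpG include 24 mitochondrial cytosines in the worker library and 34 in the queen library. Of all tested CHH cytosines, 0.00201% were called in the queen library and 0.00134% in the worker library. An A followed the called cytosine at 66.3% of the worker sites and at 67.5% of the queen sites. Within 500 bp of a methylated CpG these shares were 71.9% and 71.1%, against 45.8% and 45.5% of all cytosines outside CpG there. The 454 amplicons named in the footnote were not analysed here.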

**Table 2:** Cytosine DNA methylation in CG dinucleotides (mCG) in the exonic, intronic, and “intergenic” regions of queens and workers.

Genomic Location	Queens	% mCGs	% of All mCGs	Workers	% mCGs	% of all mCGs
Exons	54,378	8.6	78.74	51,658	8.16	75.72
Introns	5,992	0.2	8.68	6,720	0.22	9.85
Introns + exons	60,370	1.64	87.41	58,378	1.57	85.57
Intergenic regions^a^	8,694	0.16	12.59	9,844	0.17	14.43

a The annotation of the *Apis* transcriptome is largely limited to the coding regions, and it is likely that some of the intergenic regions may correspond to untranslated segments of mRNAs.

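Both libraries shared 53530 methylated CpG cytosines, which is 57.9% of those called in the queen library and 75.7% of those called in the worker library (26.6% and 45.4% at a minimum of 10 reads). Among the 13601268 CpG cytosines with at least 2 reads in both libraries, a call in 1 library raised the odds of a call in the other by an odds ratio of 5901, which ranged from 1934 with the deposited adjusted p-values to 31661 at a minimum of 10 reads. In this set 13911 were called in the queen library alone and 8819 in the worker library alone. The worker library had 0.764 times the calls of the queen library. Reads were fewer at these sites in the worker library: the 72501 CpG dinucleotides methylated in either library had a mean of 9.26 reads in the queen library and 6.85 in the worker library, and 20.1% and 39.6% of them had fewer than 5 reads. With the reads of both libraries drawn down to the smaller count at each CpG cytosine, 60100 were called in the queen library and 59920 in the worker library, of which 49164 were shared (81.80% and 82.05%).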

As shown in Table 1 the quantities of methylated CpGs (mCpGs) in queen and worker brain DNA are very similar, 69,064 and 68,222, respectively, with 54,312 mCpGs in common. Similarly, the methylation levels of mCpG are almost identical in both castes (Figure S2). 

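The mean methylation level of the called CpG cytosines was 82.04% of the reads in the queen library (SE 0.0713) and 85.62% in the worker library (SE 0.0728). Every read was methylated at 48.6% of them in the queen library (95% Wilson interval 48.3 to 48.9) and at 56.1% in the worker library (55.7 to 56.4). These shares fell to 19.6% and 18.3% where at least 10 reads covered the cytosine, and the mean levels there were 70.65% and 70.68%. At the 13754 CpG dinucleotides methylated in either library with at least 10 reads in both, the mean level was 60.7% in the queen library and 62.1% in the worker library, a difference of 1.42 percentage points (95% interval 1.06 to 1.78). The levels of the libraries differed by at most 25 points at 78.1% of these CpGs, with a Pearson's r of 0.780 across CpGs, which are not independent replicates. The difference in mean level was 0.326 points at a minimum of 2 reads, 0.777 at 5 and 1.36 at 20 (95% interval -0.0531 to 2.77).

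**Figure D1:**
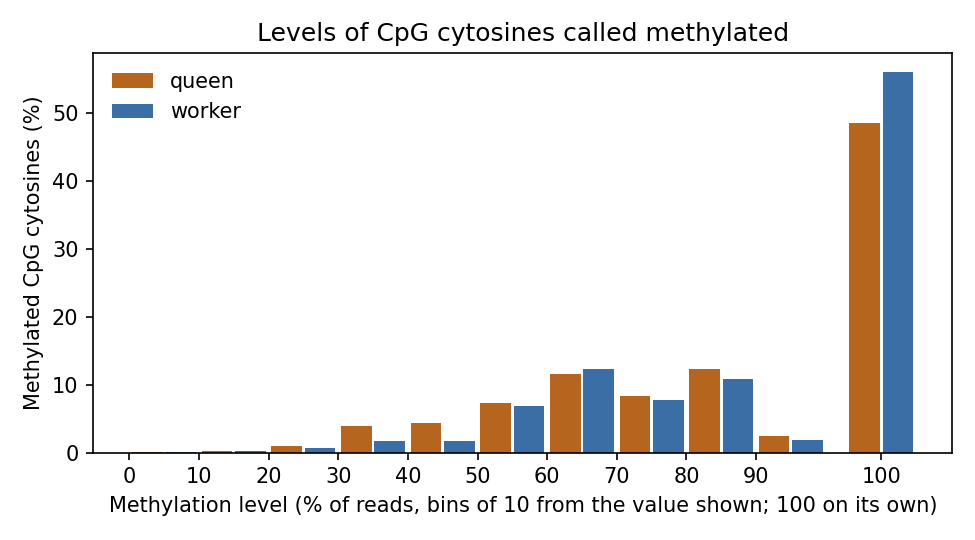
Share of the called CpG cytosines (vertical axis, percent) by methylation level in bins of 10% of the reads (horizontal axis), for the queen and the worker library, with sites at 100% on their own. The bar at 100% reaches 48.6% in the queen library and 56.1% in the worker library.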

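Mitochondrial cytosines were covered by a mean of 163 reads in the queen library and 76.5 reads in the worker library. Of the reads at mitochondrial cytosines with at least 2 reads, 0.190% were methylated in the queen library (exact 95% interval 0.176 to 0.204) and 0.568% in the worker library (0.534 to 0.603). The share was lower in CpG, at 0.0841% and 0.289%, than in CHH, at 0.248% and 0.661%. In the stretch of COX3 (cytochrome oxidase subunit 3) from 5698 to 5902 of the mitochondrial sequence that Table S4 lists for amplification, 1.69% of the reads were methylated in the queen library (Wilson interval 1.01 to 2.82) and 0.924% in the worker library (0.644 to 1.32). In ND4 (a subunit of NADH dehydrogenase), from 8977 to 9146, the shares were 0.670% and 0.351%. In ND1 (another subunit), from 12817 to 13129, they were 0.189% and 0.188%, and in Cyt B (cytochrome b), from 11619 to 11843, they were 0.173% and 0.463%. The binomial test called 35 of 2127 mitochondrial cytosines in the queen library and 25 of 2439 in the worker library, and 3 in each with the p-values adjusted within each context. Of the 35 and 25 calls, 34 and 24 lay outside CpG.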

Methylation in honey bees appears to be restricted to cytosines associated with CpG dinucleotides, with no significant non-CpG or asymmetric methylation detected in either genomic or mitochondrial DNA (Table 1). Therefore, we conclude that methylation at non-CpG sites is either extremely rare or non-existent in the honey bee genome. In accord with previous analyses [2],[5],[12],[13], methylated sites in *Apis* appear to be exclusively located in exons with only infrequent mCpGs detected in intronic regions (Table 2). 

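CpG o/e was computed in windows of 1000 bp, since exons were not placed on the scaffolds of the deposited tables. The 7897 windows with at least 2 methylated CpGs in either library had a median CpG o/e of 0.802 (95% interval 0.791 to 0.812, quartiles 0.579 and 1.06), and 49.8% of them lay under 0.8. The 158023 windows without a methylated CpG had a median of 1.71 (quartiles 1.49 and 1.95), and 0.421% lay under 0.8. The windows with methylated CpGs also held fewer C and G, with a median GC content of 28.4% against 36.6%. Each window had at least 5 covered CpGs, and the 167347 windows used held 65.3% of the methylated CpGs. With at least 10 covered CpGs per window, the medians were 0.922 and 1.71. Windows are not independent replicates, and they hold exons, introns and intergenic sequence alike.

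**Figure D2:**
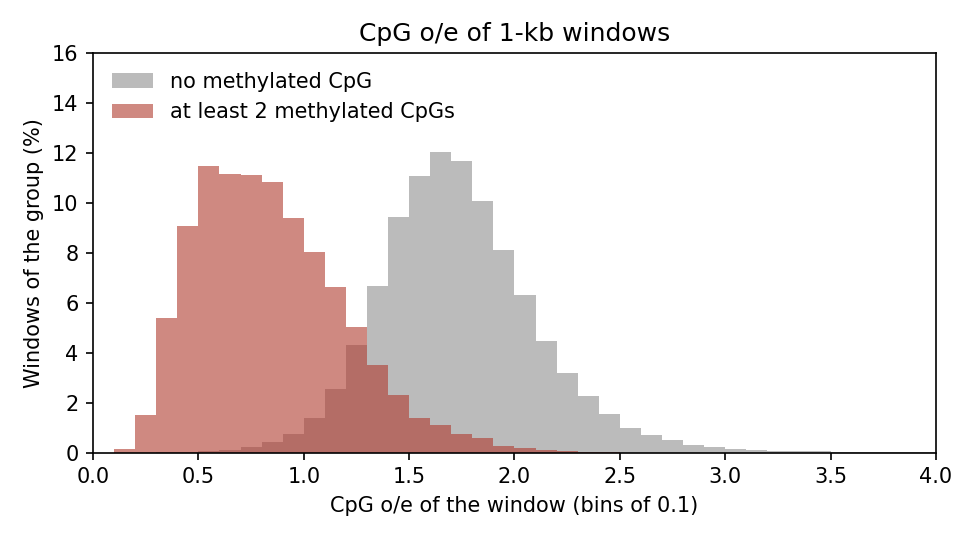
CpG o/e (horizontal axis, bins of 0.1) of windows of 1000 bp, as percent of the windows of each group (vertical axis), for windows with at least 2 methylated CpGs and windows with none. The medians are 0.802 and 1.71.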

Most importantly, the methylated exons reside in genomic regions with low CpG observed/expected (o/e) ratios (Figure 1), whereas non-methylated exons fall into the category with high CpG o/e ratios. This bimodal profile is consistent with previous predictions based on bioinformatics analyses [10],[12],[13] and reflects the propensity of methylated Cs to be converted over time to thymines, resulting in a lower than expected density of the CpGs in methylated genes. However, the total number of methylated genes in *Apis* revealed by genome-wide bisulfite sequencing is 5,854 instead of the 4,000 predicted to be methylated on the basis of local CpG bias. One reason for this difference might be that some genes do not display significant CpG depletion as a result of evolutionary pressure to maintain a particular protein coding sequence.

**Figure 1:**
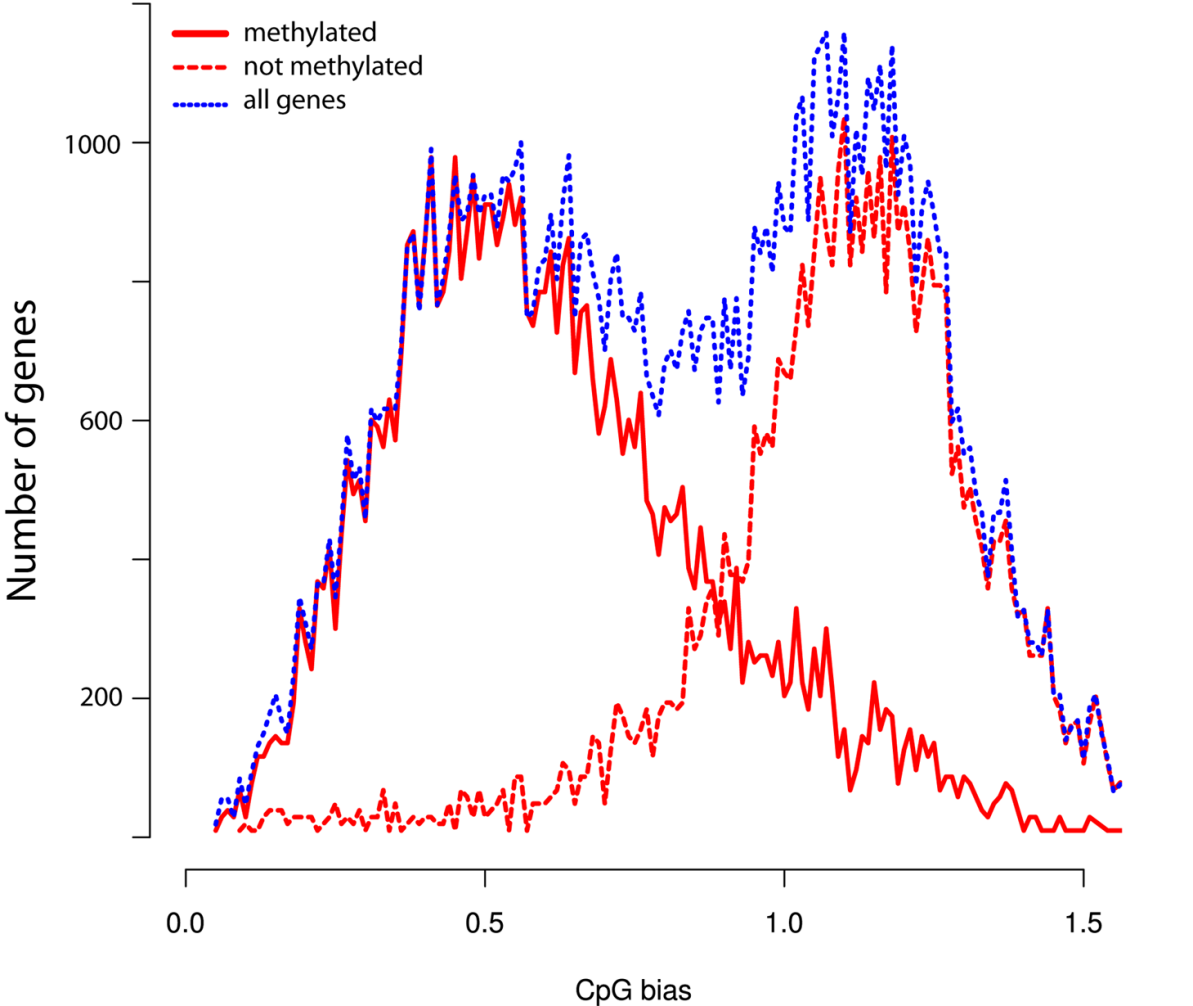
CpG (o/e) bias of protein-coding regions in the honey bee genome. Since the profiles for both queens and workers are virtually identical, only the queen profile is shown.

The genome-wide profiling of mCpGs confirms that methylated genes in *Apis* encode proteins showing a higher degree of conservation than proteins encoded by non-methylated genes [10]. Figures S3, S4, S5 and Table S1 show the results of our cross-species comparisons for methylated and non-methylated genes (Figure S3), for high-CpG and low-CpG genes (Figure S4), and high-CpG methylated and non-methylated genes (Figure S5). Most of the highly conserved genes are expected to be utilized by most tissues. In contrast, less conserved genes expressed in specialized tissues, such as those encoding odorant-binding proteins or odorant receptors, are not methylated (not shown). The repeated elements, ALUs, and mariners that harbor most of the DNA methylation content in humans and plants are *not* methylated in the bee genome, certainly not in the brain (Figures S6). Similarly, the multi-gene families encoding rRNAs and tRNAs, mitochondrial DNA, and CpG islands show no evidence of methylation in the brain (Figure S6). 

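Windows of 1000 bp with a GC content of at least 50% and a CpG o/e of at least 1 stood in for CpG islands. Of 6757 such windows, 1 held at least 2 methylated CpGs. In these windows 0.0577% of the CpG reads were methylated in the queen library (95% Wilson interval 0.0563 to 0.0592) and 0.0741% in the worker library (0.0726 to 0.0757). Among the 5690 windows with a CpG o/e of at least 1.2, none held 2 methylated CpGs. The genes for rRNAs and tRNAs were not analysed here, since the deposited tables do not place them.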

Lastly, while methylation of sub-telomeric regions has been shown to be important for the control of telomere length and recombination [14], the honey bee telomeres are also not methylated (not shown). The lack of methylation in ALUs and transposons has also been reported in a recent study performed on DNA extracted from a worker's whole body [5]. Given the proposed role of cytosine methylation in defense against genomic parasites in plants and vertebrates [7], the lack of methylation in ALU repeats and mariner transposons suggests that these mobile elements do not significantly impact on genome stability in honey bees. Indeed the bee genome contains an unusually small percentage of common types of transposons and retrotransposons found in other insects, possibly as a result of a strong selective pressure against mobile elements in male bees (drones) that develop from unfertilized eggs and carry a haploid set of chromosomes [15].

As in the human and *Arabidopsis* genomes [4],[11], methylation in *Apis* shows evidence of periodicity, although due to a much lower density of modified CpGs in this species the periodicity of 10 nucleotides (one helical DNA turn) is not obvious. However, a 3-base periodic pattern is clearly detectable, reflecting a preferential methylation of CpGs occupying the first and second position of the arginine codons (autocorrelation data in Figure S7).

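The correlation of methylation status between CpGs was computed for each distance up to 100 bp. At distances that are multiples of 3 bp it averaged 0.699 in the queen library, against 0.635 at the other distances. In the worker library the averages were 0.690 and 0.630. Of 33 multiples of 3 bp, 32 had a higher correlation than both neighbouring distances in each library. The Fourier power at a period of 3 bp was the highest of 38 frequencies, at 137 times the median power in the queen library and 92.0 times in the worker library. Codon positions were taken from stretches of at least 300 bp without a visible stop codon, since annotated exons were not placed. The sequence contexts gave 59.9% of the bases, and a codon with a base not given never counted as a stop. Stop codons may thus have been missed. Of all CpGs that were not methylated, 69.6% lay in such stretches, so these do not stand for coding sequence. The cytosine lay at the first codon position in 47.7% of the methylated CpGs and in 33.5% of the other CpGs of the same windows (odds ratio 1.81), at the second in 25.9% and 32.0%, and at the third in 26.5% and 34.4%. Among the covered CpGs of windows with at least 1 methylated CpG, 39.4% of those at the first position were methylated in the queen library, 26.2% at the second and 25.3% at the third. In the worker library the shares were 36.8%, 24.1% and 23.6%.

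**Figure D3:**
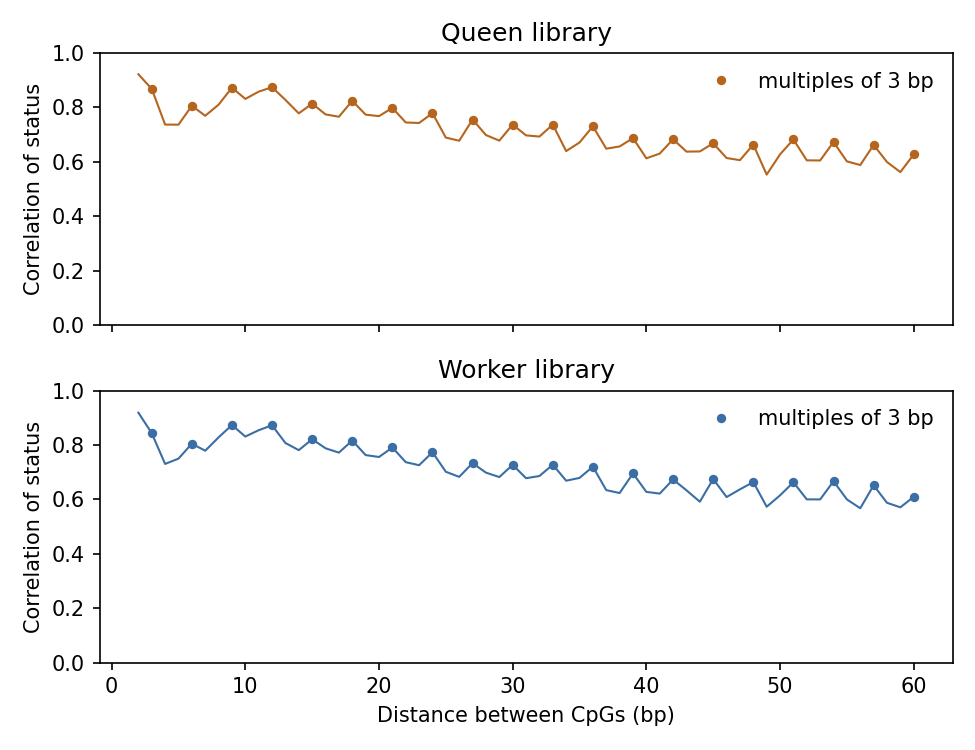
Correlation of methylation status between CpGs (vertical axis) against the distance between them in bp (horizontal axis) in the queen and the worker library, with points at multiples of 3 bp. The points stand above the neighbouring distances at most multiples of 3 bp.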

### Detailed Analysis of Methylation Patterns in Selected Amplicons by Deep Bisulfite Sequencing

To validate our Solexa-based methylation results, we designed primers for selected regions of eight nuclear and four mitochondrial genes and re-sequenced the PCR-generated amplicons using 454 technology. As illustrated in Figure 2, the 454 sequencing profiles are essentially identical with the Solexa-based results. All nuclear genes show differential methylation in the brains of queens and workers, including those cases where the methylation is almost absent, such as GB18602 in queen brains (Figure 2). 

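Reads of both libraries were compared at 13 amplicons of 12 genes placed by their primers, 8 of which are the amplicons of Figures 2 and 3. The comparison used a binomial model with CpG position as a factor, a likelihood ratio test of caste and Benjamini-Hochberg adjustment over the 13 amplicons, and it was limited to CpGs called methylated in at least 1 library, as are the shares below. The paper selected its amplicons from the same reads for a difference between the castes of at least 50%, so the p-values here are no independent evidence of one. All 8 amplicons of the figures passed an adjusted p of 0.05, 6 with more methylation in the worker library and 2 with more in the queen library. Outside the figures GB18525 did not pass, with 51.6% of the reads methylated in the queen library and 62.5% in the worker library (adjusted p 0.0764, likelihood ratio test). GB18602, a membrane protein with a YhhN domain, had 10.0% of the reads methylated in the queen library (95% Wilson interval 3.96 to 23.1) and 94.1% in the worker library (80.9 to 98.4) at linkage group 8 from 6509190 to 6509316 (adjusted p 2.5e-14). At its CpG at position 6509291 (GCGATGTGTTCGCTAGGTAAGA), 0 of 6 reads were methylated in the queen library and 8 of 8 in the worker library. GB15132, the TOR signalling protein TAP42, had 5.04% over the 14 CpGs of its placed stretch in the queen library (2.46 to 10.0) and 58.6% in the worker library (50.8 to 66.0; adjusted p 5.5e-24). GB15356, syd, which acts in chromosome segregation, had 26.3% and 62.5% (adjusted p 5.3e-06), and its CpG at position 8862721 (AGCTAGAGAACGGTTACGACAA) had 1 of 17 reads methylated in the queen library and 11 of 12 in the worker library. GB14848, a clathrin assembly protein, had 7.14% and 81.3%, and the cadherin GB18207 had 30.8% and 61.3% in its exon 6 amplicon. Seryl-tRNA synthetase (GB11061) and the ubiquitin conjugation factor GB18798 were higher in the queen library, at 82.8% against 40.0% and at 64.3% against 40.0%. Over all covered CpGs of the amplicon, the methylated reads of GB14848 were 2 of 55 in the queen library and 13 of 27 in the worker library, those of GB18207 38 of 235 and 70 of 201, and those of GB18798 72 of 138 and 48 of 153. With a quasi-binomial model, 3 of the 8 amplicons of the figures still passed, GB18602 and GB15132 among them, and the other 5 had adjusted p-values from 0.0652 to 0.0784.

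**Figure D4:**
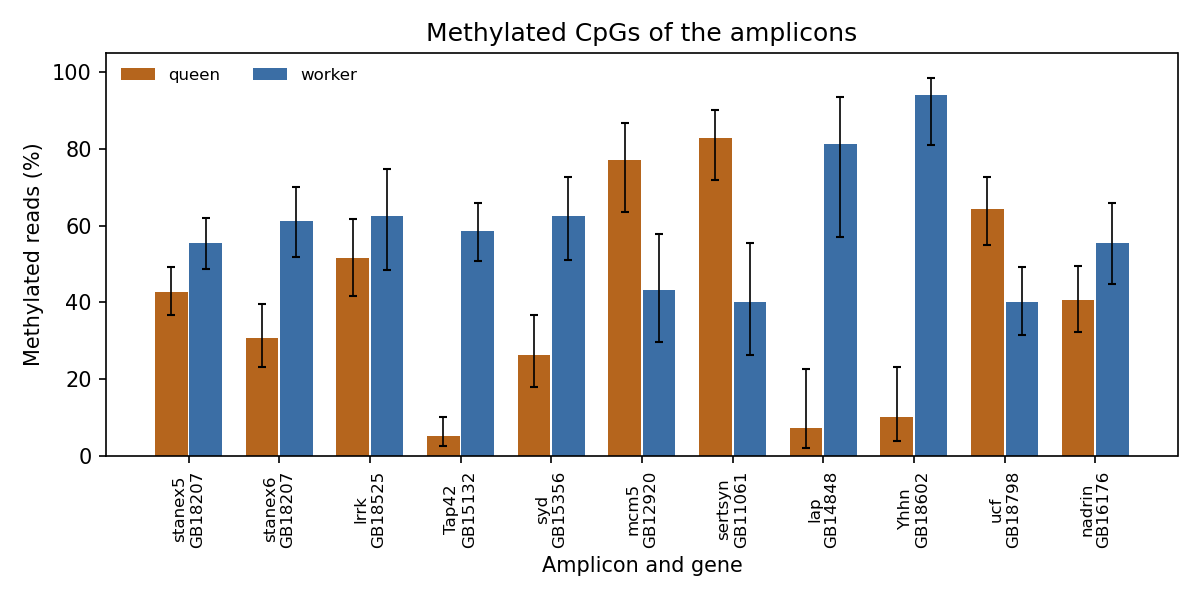
Percent of reads methylated (vertical axis) at the methylated CpGs of 11 amplicons (horizontal axis, each with its gene) in the queen and the worker library; error bars are 95% Wilson intervals of the pooled reads. GB18602 stands at 10.0% and 94.1%, and GB15132 at 5.04% and 58.6%.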

No methylation was detected by this approach in the four selected mitochondrial amplicons (not shown).

**Figure 2:**
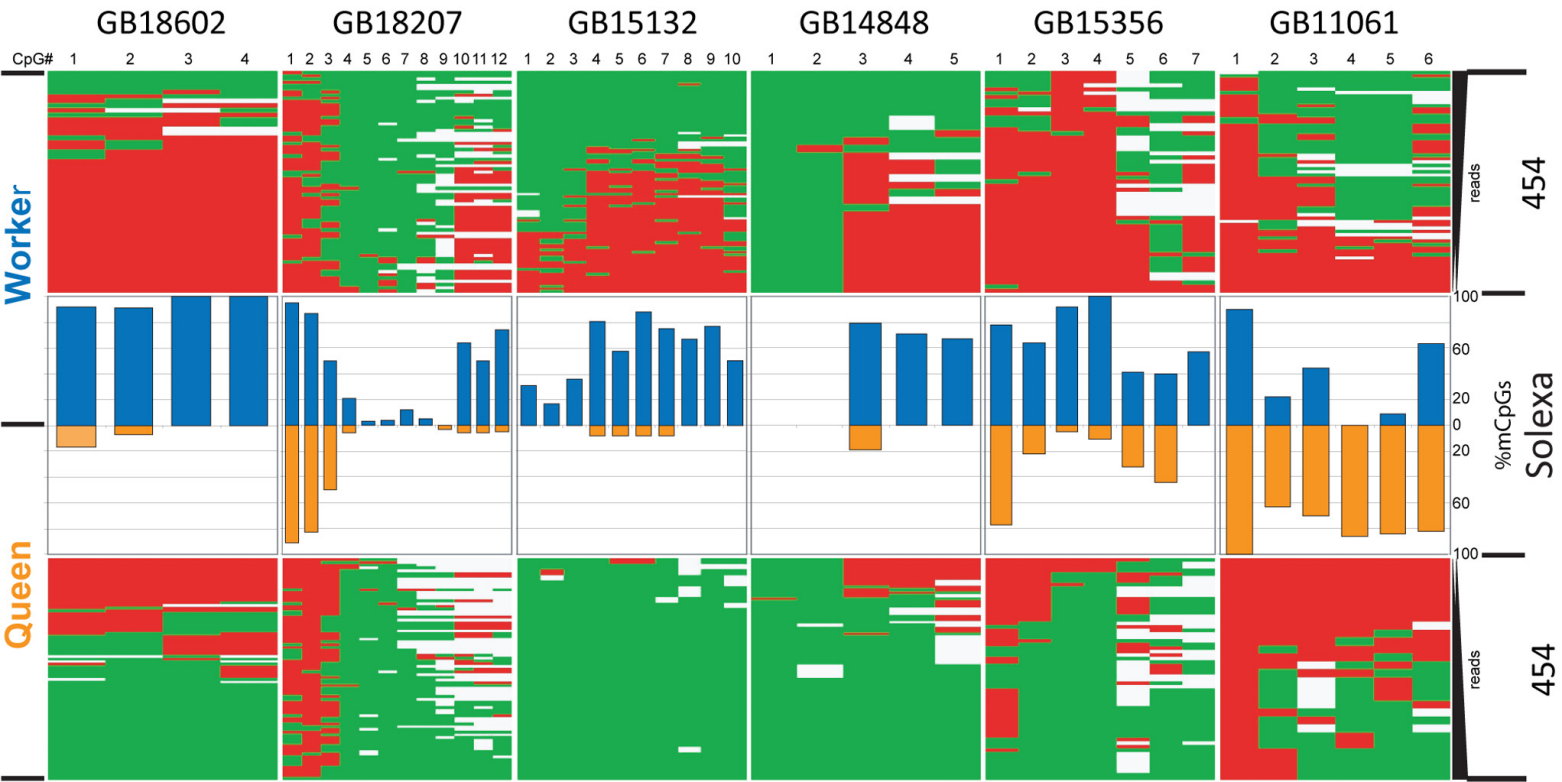
Comparison of CpG methylation profiles in differentially methylated genes generated by two technologies, Solexa genome-wide shotgun sequencing and 454 sequencing of PCR produced amplicons. The “heat maps” represent the 454 sequencing of PCR amplified segments, whereas the bars illustrate the Solexa reads. The eight nuclear genes for this experiment were chosen from the list of DMGs shown in Tables 3 and S2, taking into account the availability of convenient CpG-containing regions for primer design. Six genes are shown in this figure and the others in Figure 3. Gene annotations: GB18602 - membrane protein; GB18207 - cadherin; GB15132 - TAP42 (TOR signaling); GB14848 - clathrin assembly protein; GB15356 - syd, chromosome segregation; GB11061 - seryl-tRNA synthetase.

To further expand our analysis, we increased the 454 bisulfite sequencing coverage of the eight nuclear genes selected for validation and also included DNA from drone brains. We obtained several thousand high-quality reads for 24 amplicons (eight genes in three castes), with the total coverage ranging from 48 to 2,427×. The results shown in Figure 3 reveal both the dynamics and uniqueness of the methylation patterns in each cast. Out of the eight genes with differential worker/queen methylation, three show similar methylation patterns in workers and drones, but a distinct methylation pattern in queens (Figure 3A). Three additional genes show similar methylation patterns in queens and drones, but a distinct pattern in workers (Figure 3B). Two out of eight analyzed genes (GB11061 - seryl-tRNA synthetase and GB15356 - syd, chromosome segregation; Figure 3C) show distinct methylation patterns in all three castes. The latter finding was also confirmed by the analysis of full methylation heatmaps of GB15356 (Figure 3D). GB15356 is strongly methylated in workers, with many reads showing complete methylation in the 5′-half of the amplicon (Figure 3D). In queens, GB15356 methylation is strongly reduced and many reads show no methylation at all. Intriguingly, drones show a bimodal methylation pattern with approximately half of the reads methylated and the other half unmethylated (Figure 3D). These results further illustrate caste-specific differences in methylation patterns and suggest a complex role of DNA methylation in the regulation of caste-specific epigenomic differences in the brain.

**Figure 3:**
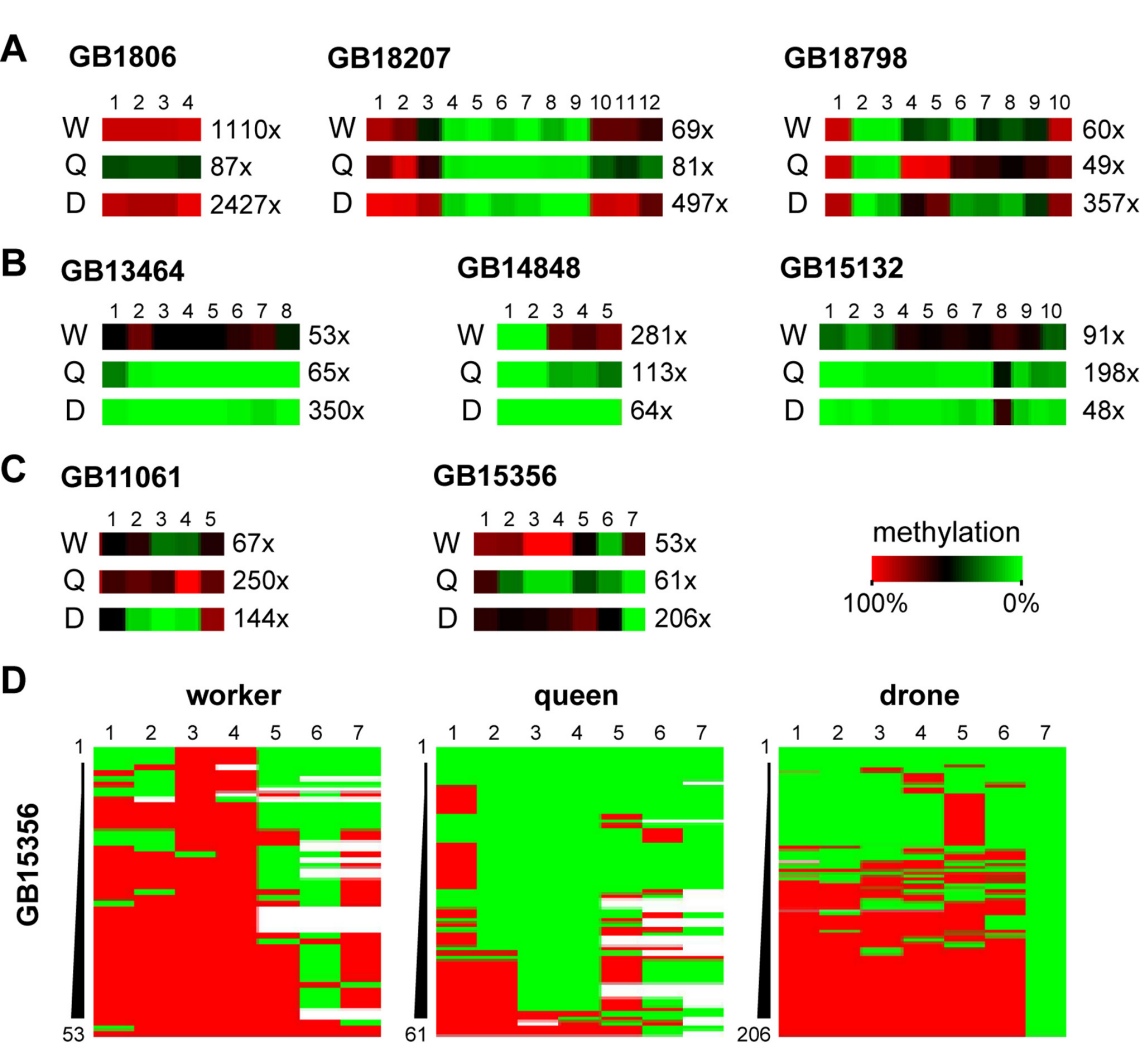
Detailed analysis of deep sequencing of selected genes. The bisulfite converted amplicons of selected genes were sequenced using 454 technology. The selection was based on differential methylation in brains of queens and workers, but DNA from male brains (drones) was also used in this experiment. The panels illustrate the uniqueness of brain methylation patterns in bees. 3A: Genes showing similar methylation patterns in workers and drones, but a distinct methylation pattern in queens. 3B: Genes with similar methylation patterns in queens and drones, but a distinct pattern in workers. 3C: Gene with distinct methylation patterns in all three castes. Panel 3D shows the full methylation heatmaps of GB15356. This result is discussed in the chapter “Detailed Analysis of Methylation Patterns in Selected Amplicons by Deep Bisulfite Sequencing.” Gene annotations: GB18798 - ubiquitin conjugation factor; GB13464 - RhoGAP93B. For other genes, see Figure 2.

### Identification of Differentially Methylated Genes

To determine if there is a link between DNA methylation patterns and the striking morphological and behavioral polymorphisms of queen bees and workers, we examined the levels of CpG methylation in all annotated transcription units in both brains using high stringency criteria (Supporting Information). This approach generated a list of 561 differentially methylated genes (DMGs, Tables 3 and S2) showing significant methylation differences between the two castes. 

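Annotated transcription units were not placed on the scaffolds of the deposited tables, so regions of neighbouring methylated CpGs took their place. CpGs methylated in either library were joined over gaps of up to 500 bp into 12131 regions, of which 5400 had at least 4 CpGs with at least 2 reads in both libraries. These regions had a median of 8 tested CpGs and a median span of 908 bp, and held 74.1% of the methylated CpGs. For each region the reads were fitted with a binomial model with caste and CpG position as factors, and the likelihood ratio test of caste was adjusted by the Benjamini-Hochberg method over the 5400 regions. Single CpGs were compared by a two-sided Fisher's exact test. In simulated reads at the depths of these regions, the model called 39.4% of 500 regions changed by a log odds of 1, 79.2% of 500 changed by a log odds of 2, and 0.614% of 4400 unchanged regions. A quasi-binomial model called 9.8% and 35.4% of the changed regions, though these reads held no extra spread between CpGs. Fewer calls under that model are therefore no evidence of such spread on their own.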

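Of the tested regions, 567 differed between the libraries at an adjusted p of 0.05, 243 with more methylation in the queen library and 324 with more in the worker library. The median difference of these 567 regions was 23.2 percentage points, and 24 of them differed by at least 50 points. Over CpGs methylated in both libraries 66 regions differed, 12 with more in the queen library and 54 with more in the worker library. A region of GB18602 from 6507168 to 6508270 of linkage group 8 had 1.80% of 111 reads methylated in the queen library and 67.7% of 62 reads in the worker library (adjusted p 4.0e-21). A region on linkage group 7 from 2225783 to 2226279 had 0.917% and 53.3% (adjusted p 9.8e-19). In the opposite direction, a region on linkage group 6 from 16005708 to 16006148 had 55.2% of 67 reads methylated in the queen library and 0 of 52 in the worker library, which allows up to 5.77% (adjusted p 2.7e-11). At single CpGs, 2 of 40612 with at least 5 reads in both libraries passed, and 2882 had an unadjusted p under 0.05. At a minimum of 10 reads 28 of 13754 passed, 5 with more in the queen library and 23 with more in the worker library, and with each cytosine on its own none did. At position 126000 of an unplaced scaffold, 0 of 17 reads were methylated in the queen library and 15 of 17 in the worker library (adjusted p 0.00595, Fisher's exact test). At position 4591966 of linkage group 16, 10 of 12 reads were methylated in the queen library and 0 of 21 in the worker library (adjusted p 0.0145 from the same exact test). With a quasi-binomial model, which allows for more spread between CpGs, 23 regions differed, those of GB18602 and linkage group 7 among them and that of linkage group 6 not (adjusted p 0.0566).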

With the exception of highly expressed genes encoding ribosomal proteins, DMGs in *Apis* are expressed at low or moderate levels across all analyzed tissues (Tables 3 and S2). In several cases their transcriptional activities were found to be significantly up-regulated in some tissues relative to others. For example, the expression of 3-hydroxyl-CoA dehydrogenase (GB13368) is much higher in the larva than in the adult brain, and RNA-binding protein (GB12560) is significantly up-regulated in the ovaries relative to other tissues (Table 3). Almost all DMGs encode highly conserved, well-characterized proteins that have been implicated in core processes such as metabolism, RNA synthesis, nucleic acids binding, and signal transduction (Table S2). While a number of genes could not be clearly assigned to functional categories, their high level of conservation across phyla indicates that they are nevertheless likely to be involved in essential cellular processes (e.g. GB18943, GB13480, and GB18037). Several differently methylated genes encode proteins previously shown to be involved in either brain development or activity-dependent neural functions in both vertebrates and invertebrates. These include the Ephrin receptor GB1258516 [16], a nicotinic acetylcholine receptor GB19703, “no extended memory” GB16408 that is encoded by cytochrome B561 in *Drosophila*, two NMDA receptors GB19334 and GB15722, and a membrane channel GB12287 that mediates cell adhesion. When defective, GB12287 results in the “big brain” phenotype (Table S2). We note that Dynactin, used in our previous study [2] to illustrate the methylation differences between the two castes during larval growth in both royal jelly-fed and RNAi-treated individuals, does not show differential methylation in the brain. However, two genes, GB11197 and GB13866, encoding proteins associated with the large Dynein complex to which Dynactin also belongs are differentially methylated in the brain. Thus, the multi-protein Dynein complex appears to be epigenetically modulated during larval growth and in adult brains.

**Table 3:** Differentially methylated genes in brains of queens and workers.

				Relative	Expression^b^			
Gene ID^a^	No. of CpGs	Antenna	Brain	HPG	Larva	Ovary	Thorax	Gene Annotation
GB18602	30	1	1	1	1	1	1	Transmembrane protein YhhN
GB18303	13	1	1	1	1	1	1	Activator protein of Rab-like small GTPases
GB13368	9	2	1	2	10	1	3	3-hydroxyacyl-CoA dehydrogenase, NAD-binding
GB13215	34	1	1	1	1	1	1	Glycine cleavage system P-protein,
GB15588	9	1	1	1	1	1	1	Low-density lipoprotein receptor domain class A
GB15132	24	1	1	1	1	1	1	TAP42 (regulates the TOR signaling pathway)
GB12560	12	1	1	1	1	9	1	RNA-binding protein
GB11648	13	1	1	1	1	2	1	Catalase
GB19645	12	1	1	1	1	1	1	Phosphodiesterase 6
GB12929	39	1	1	1	1	1	1	Paralytic - Na channel
GB11421	31	1	1	1	1	1	1	Tight junction associated protein
GB19503	33	1	1	1	1	1	1	Heat shock protein 8
GB13740	24	1	1	1	1	1	1	Dysfusion, TF with PAS domain
GB10394	8	1	1	1	1	1	1	TNF-receptor-associated factor 1
GB16628	9	10	6	8	10	10	10	Ribosomal protein L6

Only the top 15 genes are shown; see Table S2 for list of 561 genes that fall into this category. Based on microarray data from Foret et al. [10]. The genome assembly v.02 was used throughout this study.

a GB numbers refer to the proteins at BeeBase: genomes.arc.georgetown.edu/drupal.

b Genes were ranked into 10 bins based on their expression levels from low (1) to high (10).

### CpG Bias and Epigenetic Modulation

Recently, Elango et al. [13] on the basis of bioinformatic analyses of a dataset of differentially expressed genes in brains of queens and workers proposed that “high-CpG genes in *A. mellifera* generally are more prone to epigenetic modulation than low-CpG genes.” We have tested this hypothesis using our new caste-specific brain methylome data. 

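The share of covered CpGs that were methylated fell with CpG o/e across the windows of 1000 bp with methylated CpGs (Spearman's rho -0.618, 95% interval -0.632 to -0.604), which are not independent replicates. Keeping only windows with at least 2 methylated CpGs raises the share where CpGs are few, and over all 167347 windows the coefficient was -0.351. Among the windows with methylated CpGs, the median share was 100% in the 554 with a CpG o/e under 0.4, 56.3% from 0.6 to 0.8, and 22.2% in the 1205 at 1.2 and above. Windows that differed between the libraries at an adjusted p of 0.05 under the binomial model were 693 of 5720 tested, and 9 under a quasi-binomial model. A CpG o/e under 0.8 was found in 38.7% of the 693 differing windows and in 59.2% of the other methylated windows (odds ratio 0.435, p 3.0e-24, two-sided Fisher's exact test). With at least 10 covered CpGs per window the odds ratio was 0.643. Windows without a methylated CpG had so low a CpG o/e more rarely than either. The caste-specific genes of the cited study were not analysed here, since the deposited tables do not place genes.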

The results summarized in Table S3 suggest that (a) the methylation of a gene is a decreasing function of its CpG richness (Figure S8), (b) the “caste-specific genes” [13] that are methylated have a lower CpG content than the non-methylated genes (Table S3), and (c) DMGs are over-represented in the low CpG genes (Table S3). Therefore, our results do not support the hypothesis of Elango et al. [13]. However, it is noteworthy that although the DMGs are generally CpG-depleted, they tend to be less CpG-depleted than those genes that are not differentially methylated (Table S3). This intermediate CpG density observed in DMGs underscores the uniqueness of this class of genes and suggests that they might be methylated in a distinct manner from the rest of methylated genes. This class of genes showing differential patterns of methylation associated with phenotypic polymorphism is thus of special importance in the study of complex context-dependent phenotypes.

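The windows that differed between the queen and the worker library under the binomial model had a median CpG o/e of 0.879 (95% interval 0.856 to 0.914), and the other 5027 methylated windows tested had a median of 0.726 (0.716 to 0.736). Both lay under the median of windows without methylated CpGs. Windows with the same number of tested CpGs were also set side by side. With 4 to 5 tested CpGs, the median of differing windows was higher by 0.191 (95% bootstrap interval 0.127 to 0.249), and with 6 to 8 by 0.187 (0.128 to 0.223). It was higher by 0.104 with 9 to 13 tested CpGs (0.0423 to 0.186) and by 0.0731 with 14 or more (-0.0109 to 0.163), an interval that includes 0. With at least 10 covered CpGs per window in place of 5, these 4 differences were 0.0695, 0.0498, 0.0765 and 0.0666, with lower bounds from -0.0161 to 0.0177.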

### Unraveling the Link between CpG Methylation and Splicing

To explore the relationship between differential methylation and expression patterns in queens and workers, we examined in more detail the first gene on the DMG list (GB18602) encoding a putative transmembrane protein with the YhhN domain conserved from bacteria to mammals. Figure 4 shows the distribution of mCpGs against the GB18602 gene model (Figure 4A and 4B) and the relative expression of two spliced variants in both castes (Figure 4C). The L variant (L) encoding a long protein shows identical expression levels in both queens and workers, whereas the S variant (S) encoding a short protein is significantly up-regulated in queen relative to worker brain (Figure 4C). The majority of the differentially methylated sites in the GB18602 locus map to the region spanning the additional cassette-exon that contains a Stop codon for the short protein encoded by the S transcript, suggesting a correlation between methylation and the outcome of alternative splicing of this gene in *Apis*. 

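The locus of GB18602 was taken as the 6000 bp of linkage group 8 from 6505252 to 6511251 around the primers of Table S4. Over its 53 CpGs covered in both libraries, 5.04% of 357 reads were methylated in the queen library (95% Wilson interval 3.21 to 7.83) and 43.7% of 261 reads in the worker library (37.8 to 49.7). On each strand apart, 4 of 19 methylated CpG cytosines differed by Fisher's exact test after adjustment, and with both strands summed 11 of 27 methylated CpGs did, all with more methylation in the worker library. Of these 11, 4 lay before the forward primer, 3 between the forward primer and the end of the primer for the S variant (6507502 to 6508128), none between there and the end of the primer for the L variant (6508129 to 6509122), and 4 after it. The shares of methylated reads in these 4 stretches were 0% (which allows up to 2.07%), 3.41%, 0% (up to 16.7%) and 14.2% in the queen library, and 22.1%, 40.0%, 51.9% and 71.6% in the worker library. In the stretch between the S and the L primers only 18 queen reads and 27 worker reads lay on covered CpGs, so a difference at a single CpG was not detectable at this depth, while the stretch as a whole gave a p of 1.5e-04 in the binomial model and 0.0632 in the quasi-binomial model. Over the 27 methylated CpGs, the binomial model gave a p of 5.2e-40 and the quasi-binomial model a p of 1.3e-09. Of these CpGs, 26 were called in the worker library and 2 in the queen library. The paper took this gene from the top of its list of differing genes, which rests on the same reads. The p-values at this locus are therefore no independent evidence of a difference. Within 500 bp on either side of the S primer, 4.69% of 64 reads were methylated in the queen library and 27.7% of 65 in the worker library. There 1 of 5 methylated CpGs tested differed. The S and L primers were each placed with 2 mismatches. The deposited tables do not give the place of the cassette-exon, so whether most differing sites lie over it was not tested. The paper maps most of them to the region of that exon and finds higher expression of the S variant in queens. From this it proposes a correlation between methylation and alternative splicing of this gene.

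**Figure D5:**
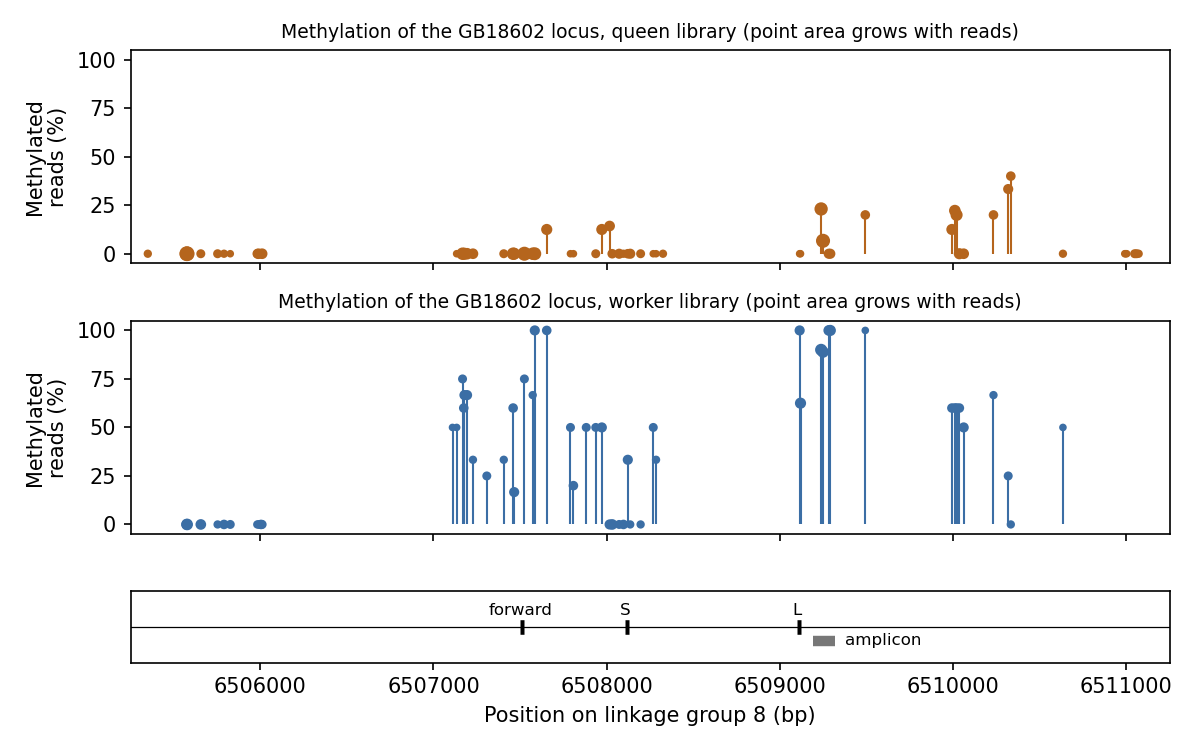
Percent of reads methylated (vertical axis) at each CpG with at least 2 reads against its position on linkage group 8 in bp (horizontal axis), in the queen and the worker library; the lowest panel marks the primers of Table S4 and the 454 amplicon. Over the locus 5.04% of the reads were methylated in the queen library and 43.7% in the worker library.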

The increased level of methylation spanning the conditional splicing event (insertion or skipping of the cassette-exon) in the worker brain may impede the inclusion frequency of this exon into the mature transcript. Since the L variant is expressed at the same levels in both castes, the increased methylation in workers appears to be specifically affecting splicing, but not transcription. The observed differential pattern of expression of both transcripts in the brains of queens and workers (Figure 4C) supports this idea. Although the function of this gene is not known, the expression profiles of the *Drosophila melanogaster* ortholog CG7582 suggest that it encodes a protein involved in fat and sugar metabolism [17]. In the fly, which has no CpG methylation, this gene is not alternatively spliced and shows the highest levels of expression in the nervous system (FlyAtlas.org). In contrast, the human ortholog of GB18602, designated TMEM86A, produces alternatively spliced variants, including one encoding a truncated protein similar to the honey bee variant S. In addition to GB18602 we found numerous other examples of methylated genes in *Apis* in which most or even all clusters of mCpGs show a non-random, highly significant tendency to be near differentially spliced exons (Figure S9). Another salient finding relevant to methylation of intron-containing genes is the differential methylation of the multi-gene histone family in *Apis*. As illustrated in Table 4 and Figure S10, all intron-containing histone genes are methylated, whereas intronless histone genes show no evidence of methylation. It is noteworthy that the methylated histone genes in *Apis* belong to a distinct class of histone variants. Unlike the canonical histones these variants are expressed constitutively and independently of replication and act as multifunctional regulators in a range of processes including DNA repair, transcription initiation and termination, meiotic recombination, etc. [18]. It is believed that they represent lineage specific innovation that is important for each organism's evolutionary specialization [18].

**Figure 4:**
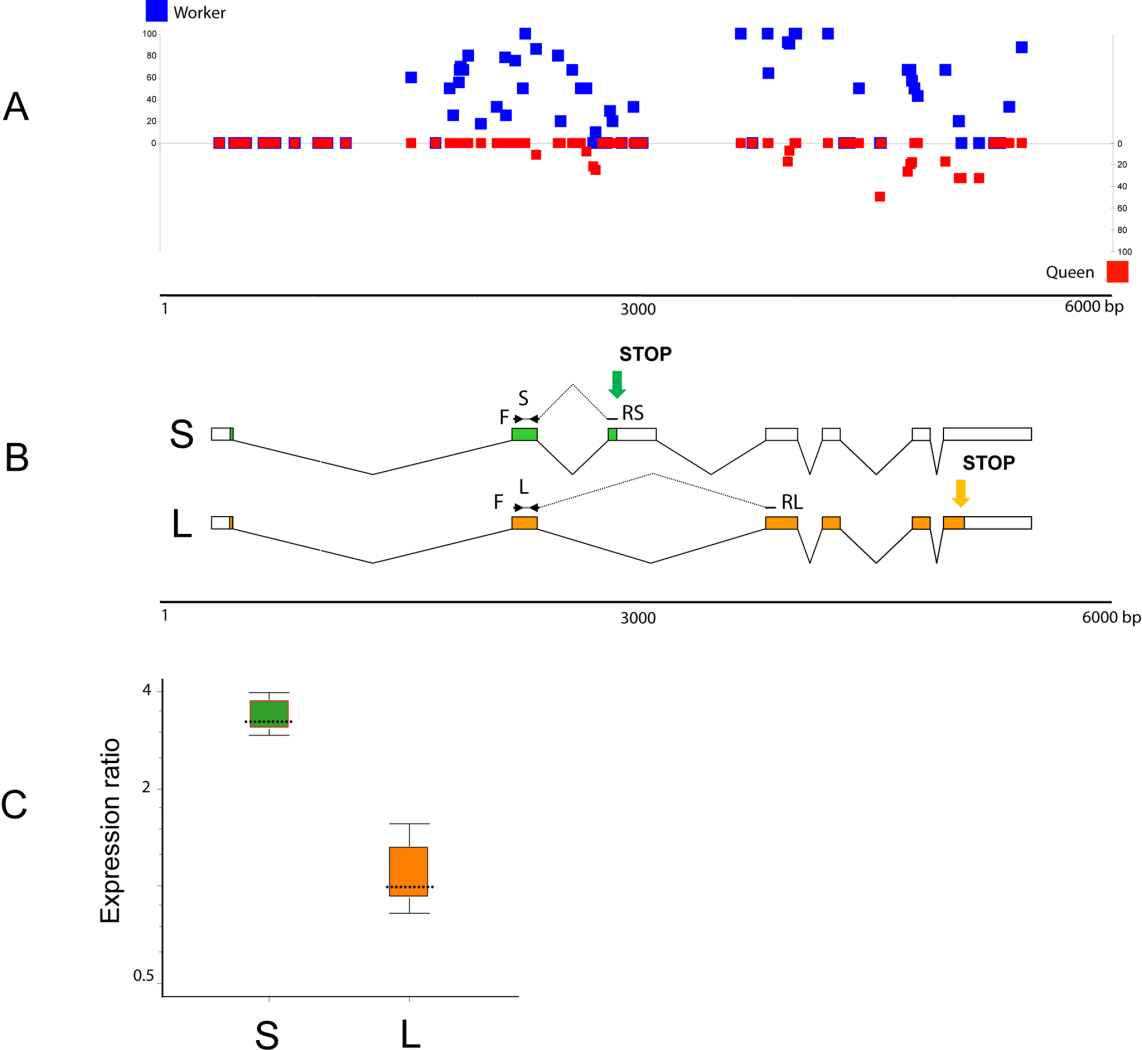
Expression profile of an alternatively spliced and differentially methylated gene GB18602 in queen and worker brains. (A) The CpG methylation pattern indicating the level of methylation for individual CpGs (blue squares, workers; red squares, queens). (B) Gene model of GB18602 showing the two spliced variants S (short protein) and L (long protein) and the positions of PCR primers used for variant-specific amplifications. The green and orange arrows indicate the positions of two alternative Stop codons. (C) Relative expression of the two spliced variants in brains of queens and workers examined by real-time PCR. The level of transcript S (green) encoding the truncated protein is significantly up-regulated in the queen brain, whereas the L variant (orange) is expressed at the same level in both castes. The queen expression represents a combined set of data from three independent queen samples: 4 mo old (1 brain), 12 mo old (2 brains), and swarm queens of unknown age (2 brains). Workers were 8 d old (6 brains in 3 replicates). The reference gene was calmodulin [2]. Whisker-box plot of expression ratio values: dotted line, median value; box, inter-quartile range of values; whiskers, outer 50% of observations. For more details, see Table S4.

**Table 4:** Annotation of the histone gene family in *Apis mellifera*.

Class	Proposed Subclass	Type	Apis Histone Genes	NCBI RefSeq mRNA	Proposed Gene ID	Proposed Protein ID	Splicing Status	Methyl CpG
**H1**	H1	canonical	GB12700^a^	XM_001121111	H1.1	H1.A		
			GB12218	XM_001122184	H1.2	H1.B		
**H2A**	H2A	canonical	GB18806	XM_001120186	H2A.1	H2A.A		
			GB12818	XM_001120346	H2A.2	H2A.B		
			GB13800	XM_001119899	H2A.3	H2A.C		
			N/A^c^	XM_001120934	H2A.4	H2A.D		
	H2A.X	**variant**	GB18954	XM_624697	H2A.X	H2A.X	**Spliced**	**Yes**
	H2A.Z/H2AV	**variant**	GB12991	XM_624164	H2A.Z	H2A.Z	**Spliced**	**Yes**
	Pseudogene		Pseudogene		ψH2A			
**H2B**	H2B	canonical	GB12700^a^	XM_001120238	H2B.1	H2B.A		
			GB13012	XM_001120889	H2B.2	H2B.B		
			N/A^c^	XM_001122218	H2B.3	H2B.C		
			GB12922^b^	XM_001119846	H2B.4	H2B.D		
			GB11889	XM_001120014	H2B.5	H2B.D		
**H3**	H3	canonical	GB11223	XM_001120304	H3.1	H3		
			GB14620	XM_001121026	H3.2	H3		
			N/A^c^	XM_001120132	H3.3	H3		
	H3.3	**variant**	GB12948	XM_001120696	H3.3.1	H3.3	**Spliced**	**Yes**
			GB11228	XM_624496	H3.3.2	H3.3	**Spliced**	**Yes**
	CENPA	**variant**	GB18566	N/A	CENPA	CENPA	**Spliced**	**Yes**
**H4**	H4	canonical	GB20104	XM_001120066	H4.1	H4		
			GB12644^a^	XM_01119948	H4.2	H4		
			GB14107	XM_001120988	H4.3	H4		
			GB17789	NM_001011609	H4.4	H4		

See Figure S10 for additional details. These Bee Base protein entries are either incorrect or missing:

a chimeras,

b truncated,

c not available.

## Discussion

The discovery of a functional DNA methylation system in honey bees and other invertebrates [1],[7]–[10],[19] has brought a fresh perspective to the study of epigenetic regulation of development and behavior. It reinforced the view that this covalent modification of DNA is an ancient and widely utilized evolutionary mechanism that was present in the basal Metazoa and has been recruited to serve diverse functions in modern organisms, including regulation of gene expression, cell differentiation, and silencing of transposons [20]–[22]. However, the trajectories from methylation changes to complex phenotypes are indirect, multi-level, and virtually unknown. For example, the hundreds of millions of methylated cytosines in the human genome and their large variation in different cell types in vivo pose a major challenge to uncovering those changes causative to phenotype. By contrast, the honey bee *Apis mellifera* shares its basic methylation enzymology with humans, yet as shown in this and other studies [5],[10],[12],[13] only a small and specific fraction of its genome is methylated. The present results show that honey bees utilize methyl tags to mark a core of mostly conserved and ubiquitously expressed critical genes whose activities cannot be switched off in most tissues. Recent data suggest that in spite of their permanent expression these genes might not be required at the same level throughout development, or under changing environmental conditions [23]–[25].

In honey bees, feeding of newly hatched larvae destined to become queens with royal jelly leads to metabolic acceleration and increased growth driven by global but relatively subtle changes in the expressional levels of a large number of ubiquitous genes [2],[3],[10]. These initial stages of larval development are later followed by the activation of more specific pathways to lay down caste-specific structures [3],[10]. Interestingly, adult queen bees continue to be fed royal jelly, suggesting that this highly specialized diet is important for maintaining their reproductive as well as behavioral status. One possibility is that adult queens adjust their brain methylomes according to external instructions from their diet. One of the ingredients of royal jelly, phenyl butyrate [26], is a known histone deacetylase inhibitor and growth regulator that has been implicated in improving cognitive deficits in mice [27] and in life extension of *Drosophila* [28]. Although the significance of phenyl butyrate in royal jelly is not yet understood, it is conceivable that this complex diet evolved to provide two important functions for honey bees. It primarily serves as the source of nutrients for queen development but also as the regulator of epigenetic networks controlling gene expression in the brain. In addition to having different morphologies, reproductive capacities, and distinct behaviors, the genetically identical queen and worker honey bees also have different synaptic densities in their brains. In a recent study, Groh and Rossler [29] proposed that such developmental, diet-induced heterochrony results in fewer synapses in olfactory centers in queens, which may result in poorer performance on olfactory learning tasks compared to workers.

Recent studies using rodent models provided strong support for an idea that the nervous system has co-opted epigenetic mechanisms utilized during development for activity-dependent brain functions, including the generation and maintenance of long-term behavioral memories in adulthood [30],[31]. Not surprisingly, DNA methylation has also been found to be involved in memory processing in honey bees [32], highlighting the significance of this epigenomic setting in conserved brain functions. These findings also provided evidence that DNA methylation, once believed to be an inert process after cellular differentiation, is dynamically regulated in the adult brain. Although both DNA methylation and chromatin remodeling have been implicated in these processes, the specific biological mechanisms underlying such adaptations remain largely unknown.

Our study provides experimental evidence that at least 560 differentially methylated ubiquitously expressed genes are involved in generating molecular brain diversity in female honey bees. Although it is still unclear how methylation might be linked to the gene regulatory networks, it has been proposed that DNA methylation together with changes in the histone profiles has the capacity to adjust DNA accessibility to cellular machinery by changing chromatin density [33]–[35]. Our findings support this notion and suggest that this mechanism provides an additional level of transcriptional control to fine tune the levels of messenger RNAs, including differentially spliced variants, encoded by the conserved genes. The association of mCpG clusters with alternatively spliced exons and genes containing introns in *Apis* is reminiscent of the distribution of mCpGs around the exon/intron junctions in human genes [36]. Epigenetic control of both splicing and mRNA levels might be utilized in different lineages, suggesting that a direct relationship between gene methylation and transcription is a widely spread phenomenon in both the animal and plant kingdoms [8],[37].

Cytosine methylation may interact with other epigenetic features, such as distinctive histone modification signatures that have been shown to correlate with the splicing outcome in a set of human genes [33]–[35]. The correlation between methylation and splicing is further highlighted by the differential methylation of two classes of histone genes in *Apis*. We find that only intron-containing histone variants are methylated, whereas intronless canonical histone genes are not methylated. Interestingly, histone variants have been implicated in multiple conserved roles in eukaryotes [18] and therefore are part of the cellular maintenance systems together with other ubiquitously expressed genes. In a broader context, methylated cytosines may specify information to set up, proliferate, and regulate splicing patterns during cellular processes such as development and differentiation.

Thus, rather than switching the genes on and off by promoter methylation, the intragenic methylation in *Apis* operates as a modulator of gene activities. As a result the entire topology of a complex brain network can be reprogrammed by subtle adjustments of many genes that act additively to produce a given phenotype [38]. Such adjustable DNA methylation levels generating variability in the transcriptional output of methylated genes could underlie genetically inherited propensity to phenotypic variability in accord with the recently proposed model of stochastic epigenetic variations as a heritable force of evolutionary change [39].

The technical advantages of the low number of methylated cytosines in the genome, together with diet-controlled phenotypes arising from the same genome, make the honey bee an extremely tractable, simplified in vivo system in which to examine fundamental principles underpinning transitions from methylomes to organismal plasticity. In particular, the absence of promoter methylation in honey bees brings into focus gene body methylation as an important mechanism controlling various aspects of transcription. The utility of honey bees for understanding the intricacies of this process in the behavioral context can now be experimentally tested.

## Materials and Methods

### Source of DNA

Total DNA was extracted from dissected gland-free brains of 50 age-matched egg-laying queens (2.5 wk old) and from fifty 8-d-old workers. These individuals represent early stages of the reproductive life of queen bees and mature young workers capable of performing foraging tasks [19].

### Sequencing of Bisulfite Converted DNA Libraries Using the Solexa GAIIx Platform (Illumina)

5 µg of high molecular weight DNA were used for fragmentation using the Covaris S2 AFA System in a total volume of 100 µl. Fragmentation-run parameters: Duty cycle 10%; Intensity: 5; Cycles/burst: 200; Time: 3 min; number of cycles: 3, resulting in a total fragmentation-time of 180 s. Fragmentation was confirmed with a 2100 Bioanalyzer (Agilent Technologies) using a DNA1000 chip. Fragment sizes were 140 bp on average for queen and worker DNAs, respectively. The fragmented DNAs were concentrated to a final volume of 75 µl using a DNA Speed Vac. End repair of fragmented DNA was carried out in a total volume of 100 µl using the Paired End DNA Sample Prep Kit (Illumina) as recommended by the manufacturer. For the ligation of the adaptors, the Illumina Early Access Methylation Adaptor Oligo Kit and the Paired End DNA Sample Prep Kit (Illumina) were used, as recommended by the manufacturer. For the size selection of the adaptor-ligated fragments, we used the E-Gel Electrophoresis System (Invitrogen) and a Size Select 2% precast agarose gel (Invitrogen). Each fragmented DNA was loaded on two lanes of the E-gel. Electrophoresis was carried out using the “Size Select” program for 16 min. According to the standard loaded (50 bp DNA Ladder, Invitrogen), 240 bp fragments were extracted from the gel, pooled, and directly transferred to bisulfite treatment without further purification. For the bisulfite treatment we used the EZ-DNA Methylation Kit (Zymo) as recommended by the manufacturer with the exception of a modified thermal profile for the bisulfite conversion reaction. The conversion was carried out in a thermal cycler using the following thermal profile: 95°C for 15 s, 50°C for 1 h, repeat from step 1, 15×, 4°C for at least 10 min. The libraries were subsequently amplified, using the Fast Start High Fidelity PCR System (Roche) with buffer 2, and Illuminas PE1.1 and PE2.1 amplification primers. PCR thermal profile: 95°C for 2 min, 95°C for 30 s, 65°C for 20 s, 72°C for 30 s, then repeat from step 2, 11×, 72°C for 7min, hold at 4°C. PCR reactions were purified on PCR purification columns (MinElute, Qiagen) and eluted in 20 µl elution buffer (Qiagen).

### Validation of the Libraries

1 µl of the libraries were analyzed on a 2100 Bioanalyzer (Agilent Technologies) using a DNA1000 chip. The fragment sizes were 240 bp and 243 bp for the queen and worker libraries, respectively. The estimated concentrations of the libraries were 0.8 ng/µl for the queen library and 5.8 ng/µl for the worker library.

### Sequencing and Analysis

We used 8 pM of single stranded DNA per lane for Solexa sequencing. In total we sequenced 6 lanes. Worker: 1. single end - 36 bp - 10,187,567 reads (×2); 2. paired end - 76 bp - 7,960,842 reads (×2); 3. paired end - 76 bp - 7,444,938 reads (×2); 4. paired end - 76 bp - 11,642,135 reads (×2). Queen: 1. paired end - 76 bp - 16,752,247 reads (×2); 2. paired end - 76 bp - 16,778,784 reads (×2). For sequencing we used a Solexa Genoma Analyzer GAIIx with a v2 Paired End Cluster Generation Kit - GA II (Illumina) and v3 36 bp Cycle Sequencing Kits (Illumina). Extraction of sequences was done using Illumina Pipeline v1.4 software. Image analysis and basecalling was done using Illumina SCS v2.5 software.

### Mapping

Reads were mapped using BSMAP-1.0240 with minor modifications [40]. A number of trimming and mapping options were assessed, and the conditions yielding the highest genome coverage depth was used for further processing (-s 12 -v 5 -k 6, for word size, number of mismatches, and number of words). Only the reads mapping uniquely were used. Mapping was carried out on a Linux cluster running Debian 5.0 (lenny).

### Methylation Assessment

To increase the accuracy of methylation calls, only those cytosines fulfilling neighborhood quality standards NQS41 were counted [41]; namely, we only took into account bases of quality 20 or more, flanked by at least three perfectly matching bases of quality 15 or more. Deamination efficiency was assessed using the observation that the genomic repeats are not methylated in the honeybee (Figure S3). The deep coverage of these repeated sequences allowed us to estimate that the deamination rate is 99.76% for the queens and 99.71% for workers. The methylation status of each cytosine was then assessed by comparing the number of methylated and non-methylated reads to a binomial distribution with a probability of success equal to the deamination rate and a number of trials equal to the number of reads mapping to that cytosine and adjusting the resulting *p* values for multiple testing with the method of Benjamini and Hochberg [42]. An adjusted *p* value of 0.05 was used as a threshold for methylation calls. All statistical computations were carried out using the R language (www.r-project.org).

Honeybee ESTs and predicted genes were loaded into a Mysql database and visualized with Gbrowse (www.gmod.org), where CpG methylation levels in queens and workers were added as separate tracks.

### Differential Methylation

Base-wise differences between queen and workers were estimated using Fisher exact tests. Gene-wise differences were assessed by generalized linear models of the binomial family, where methylation levels were modeled as functions of two categorical variables: caste and CpG position. *p* values were adjusted for multiple testing with the method of Benjamini and Hochberg [42].

### Amplicon Sequences Selection

Illumina sequencing and BSMAP mapping results were confirmed by 454 sequencing of a set of bisulfite amplicons. Amplicon sequences were selected using raw methylome data and the following criteria: minimum coverage - 5 mapped reads for each queen and worker sample; minimum 2 mCpGs within a maximum of ∼600 bp of sequence showing at least 50% difference in methylation levels between the two samples. In addition, four regions of mtDNA were selected. All primers and other details are listed in Table S4.

### Other Protocols

All molecular protocols are described elsewhere [2],[9],[10],[43].

## Supporting Information

Figure S1 **Coverage of all cytosines.** (A) Cumulative distribution of the coverage of all cytosines, on either strand of the genome, in workers and queens. On the *x*-axis, coverage refers to the coverage depth that is the number of reads uniquely mapped to a given cytosine. The *y*-axis is the cumulative distribution; for instance, approximately 50% of all cytosines are covered by less than 5 reads, and about 80% are covered by less than 10 reads. (B) Cumulative distribution of the coverage of all CpGs in the genome, in workers and queens. On the *x*-axis, coverage refers to the coverage depth that is the number of reads uniquely mapped to a given CpG dinucleotide. The *y*-axis is the cumulative distribution (for instance, approximately 50% of the CpGs are covered by less than 15 reads, and about 80% are covered by less than 25 reads).
(0.41 MB PDF)

Figure S2 **Methylation levels of methylated CpGs.** Distribution of the methylation level of methylated CpGs. The methylation level is the proportion of methylated reads mapping to a given CpG. Over 30% of the CpGs are fully methylated.
(0.16 MB PDF)

Figure S3 **Number of methylated and non-methylated Apis genes with BLAST hits to different species at various E-value thresholds.** The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more methylated genes have a BLAST hit than non-methylated genes. Statistically significant tests at the 5% level are denoted with a star, and non-significant tests are shown with a dot. The details of this analysis can be found in Table S3.
(0.13 MB PDF)

Figure S4 **Number of high and low CpG honey bee genes with BLAST hits to different model species at various E-value thresholds.** The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more low CpG genes have a BLAST hit than high CpG genes. Statistically significant tests at the 5% level are denoted with a star, and nonsignificant tests are shown with a dot. The details of this analysis can be found in Table S3.
(0.13 MB PDF)

Figure S5 **Number of high CpG methylated and non-methylated honey bee genes with BLAST hits to different model species at various E-value thresholds.** The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more high CpG methylated genes have a BLAST hit than high CpG non-methylated genes. Statistically significant tests at the 5% level are denoted with a star, and non-significant tests are shown with a dot. The details of the analysis can be found in Table S3.
(0.13 MB PDF)

Figure S6 **Coverage (red) and methylation ratio (green) along various kinds of repetitive elements.** The methylation ratio is the proportion of the reads where a cytosine is either methylated or unconverted. The *y*-axes are logarithmic in base 10 (the *x*-axis is truncated to the nearest multiple of 50, just like the *y*-axis is truncated to the nearest integer).
(0.63 MB PDF)

Figure S7 **Periodicity of methylation patterns.** (A) Autocorrelation of CpG methylation status over 1 kb. (B) Autocorrelation over 100 bp. Figures A and B show that the correlation of methylation status of neighboring CpGs increases sharply between 1 bp and 20 bp, then drops rapidly between 40 bp and 100 bp, and then slowly fades away. CpGs within a neighborhood of 2 bp to 100 bp are thus more likely to share the same methylation status than more distant CpGs. (C) Fourrier transform of autocorrelation showing a clear periodicity peak at 33 cycles per 100 bp (every 3 bp). (D) Distribution of codon position of mCs, and distribution of methylation level depending on the position. These two panels indicate that the distance between methylated CpGs is often a multiple of three and that the methylated cytosine corresponds most frequently to the first nucleotide of an arginine codon.
(0.33 MB PDF)

Figure S8 **Correlation between CpG o/e and proportion of methylated CpGs.** Genes with a lower CpG content tend to have a higher proportion of methylated CpGs. The red line is a polynomial regression through the points. The Akaike Information Criterion for model selection and a (monotonously decreasing) polynome of degree three was identified as the best model.
(0.71 MB PDF)

Figure S9 **Distribution of methylated CpGs relative to splicing sites.** For 169 genes, each containing a single well-defined alternative splicing event, the distance of all mCpGs to the centre of the alternatively spliced intron was computed, and the median of all these distances was calculated. A null distribution of this median distance was constructed using a randomization procedure (Manly, 2007): the methylation status of mCpGs of these genes were randomly shuffled 1,000 times, and the corresponding median distances computed. The observed value (1,224) is smaller than the smallest of the null distribution (1,259); the probability of the methylated CpGs to be as close or closer to the alternatively spliced intron as in this dataset is thus less than 0.001.
(0.77 MB PDF)

Figure S10 **Annotation of the histone gene family in Apis mellifera showing the methylation profiles.** See Table 4 for details.
(0.34 MB PDF)

Table S1 **Sequence conservation of methylated and non-methylated genes.** (A) Number of high and low CpG Apis genes with blast hits to different species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more low CpG genes have a blast hit than high CpG genes. (B) Number of methylated and non-methylated honey bee genes with blast hits to different model species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more methylated genes have a blast hit than non-methylated genes. (C) Number of high CpG methylated and non-methylated honey bee genes with blast hits to different model species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more high CpG methylated genes have a blast hit than high CpG non-methylated genes.
(0.19 MB DOC)

Table S2 **Differentially methylated genes in queens and worker brains.** A generalized linear model of the binomial family was used to identify genes that are differentially methylated between castes. The methylation level of each gene was modeled as a function of the caste and of each of its CpG dinucleotides. In the table, “Caste” indicates whether the caste is a statistically significant factor explaining differences in methylation levels, “CpG” represents the different dinucleotides of that gene, and “Caste * CpG,” the interaction factor, indicates whether the CpG dinucleotides behave differently between castes. GB numbers refer to the proteins at BeeBase: genomes.arc.georgetown.edu/drupal. Genes were ranked into 10 bins based on their expression levels from low (1) to high (10). No value in the relative expression column indicates those genes that are not represented on the microarray. Based on microarray data from Foret et al. [10].
(1.13 MB DOC)

Table S3 **Evaluation of the Elango et al. hypothesis.** (A) CpG o/e in methylated genes. (B) Differential methylation and differential gene expression.
(0.04 MB DOC)

Table S4 **Details on genes used for deep 454 sequencing.**
(0.03 MB XLS)

## Abbreviations

DMG: differentially methylated gene
DNMT3: DNA methyltransferase 3
mCpG: methylated CpG
o/e: observed/expected

# Supplementary material for: The Honey Bee Epigenomes: Differential Methylation of Brain DNA in Queens and Workers
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000506. doi: 10.1371/journal.pbio.1000506
**Supplement:** Table S1 — Sequence conservation of methylated and non-methylated genes. (A) Number of high and low CpG Apis genes with blast hits to different species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more low CpG genes have a blast hit than high CpG genes. (B) Number of methylated and non-methylated honey bee genes with blast hits to different model species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more methylated genes have a blast hit than non-methylated genes. (C) Number of high CpG methylated and non-methylated honey bee genes with blast hits to different model species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more high CpG methylated genes have a blast hit than high CpG non-methylated genes. (0.19 MB DOC)

Table S1:

A. Number of high and low CpG Apis genes with blast hits to different species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more low CpG genes have a blast hit than high CpG genes.

B. Number of methylated and non-methylated honee bee genes with blast hits to different model species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more methylated genes have a blast hit than non-methylated genes.

C. Number of high CpG methylated and non-methylated honee bee genes with blast hits to different model species at various E-value thresholds. The amino acid sequences of the genes were compared. Fisher exact tests were conducted to assess whether significantly more high CpG methylated genes have a blast hit than high CpG non-methylated genes.

# Supplementary material for: The Honey Bee Epigenomes: Differential Methylation of Brain DNA in Queens and Workers
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000506. doi: 10.1371/journal.pbio.1000506
**Supplement:** Table S2 — Differentially methylated genes in queens and worker brains. A generalized linear model of the binomial family was used to identify genes that are differentially methylated between castes. The methylation level of each gene was modeled as a function of the caste and of each of its CpG dinucleotides. In the table, “Caste” indicates whether the caste is a statistically significant factor explaining differences in methylation levels, “CpG” represents the different dinucleotides of that gene, and “Caste * CpG,” the interaction factor, indicates whether the CpG dinucleotides behave differently between castes. GB numbers refer to the proteins at BeeBase: genomes.arc.georgetown.edu/drupal. Genes were ranked into 10 bins based on their expression levels from low (1) to high (10). No value in the relative expression column indicates those genes that are not represented on the microarray. Based on microarray data from Foret et al. [10]. (1.13 MB DOC)

**TABLE S2**

Differentially methylated genes in queens and worker brains

A generalized linear model of the binomial family was used to identify genes that are differentially methylated between castes. The methylation level of each gene was modelled as a function of the caste and of each of its CpG dinucleotides. In the table, “Caste” indicates whether the caste is a statistically significant factor explaining differences in methylation levels, “CpG” represents the different dinucleotides of that gene, and “Caste * CpG”, the interaction factor, indicates whether the CpG dinucleotides behave differently between castes. *GB numbers refer to the proteins at BeeBase: genomes.arc.georgetown.edu/drupal

** Genes were ranked into 10 bins based on their expression levels from low (1) to high (10). No value in the relative expression column indicates those genes that are not represented on the microarray. Based on microarray data from Foret et al10 .

# Supplementary material for: The Honey Bee Epigenomes: Differential Methylation of Brain DNA in Queens and Workers
**Source:** PLoS Biol. 2010 Nov 2;8(11):e1000506. doi: 10.1371/journal.pbio.1000506
**Supplement:** Table S3 — Evaluation of the Elango et al. hypothesis. (A) CpG o/e in methylated genes. (B) Differential methylation and differential gene expression. (0.04 MB DOC)

Table S3A: CpG o/e in methylated genes

|  | **Methylation status** | **Low CpG o/e** | **High CpG o/e** | **P-value (Fisher exact test)** |
| --- | --- | --- | --- | --- |
| **All genes** | Methylated | 5195 | 643 | < 10-200 |
| Non-Methylated | 1391 | 3489 |  |
| **Caste-specific genes** | Methylated | 356 | 52 | 6.6 x 10-66 |
| Non-Methylated | 69 | 215 |  |
| **Differentially methylated, compared to all genes** | Methylated | 393 | 156 | 3.0 x 10-6 |
| Non-Methylated | 6273 | 3877 |  |
| **Differentially methylated compared to methylated genes** | Methylated | 393 | 156 | 5.7 x 10-28 |
| Non-Methylated | 4823 | 561 |  |

Table S3B

**Differential Methylation and Differential Gene Expression**

We investigated the relationship between the differentially methylated genes identified in this study and the “caste-specific” genes expressed in the brain reported by previous studies (Elango et al 2009, Grozinger et al 2007). We found that differential methylation does not correlate with caste-specific expression (table Y2).

Table S3B: Caste specific gene expression and differential methylation. There is no statistically significant difference between these categories (Fisher exact test, p=0.53).

|  | Differentially methylated | Not differentially methylated |
| --- | --- | --- |
| Caste specific | 50 | 620 |
| Caste generic | 92 | 1011 |

How the deposited data were processed for this re-analysis (not part of the article)

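DNA from 50 pooled brains of queens and from 50 pooled brains of workers was sequenced after bisulfite conversion, as 1 library per caste. The reads were paired, apart from 1 lane of shorter single reads of the worker library. The workers were 8 d old. The paper gives 2.5 wk for the queens, and the label of the queen sample gives 18 days. No caste has a second library, so no replicate check was possible, and each test between the castes compares the reads of 2 libraries.

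The authors mapped the reads with BSMAP (version 1.0240) and kept bases that passed a quality standard with matching neighbours. Each deposited table lists the cytosines with at least 1 read, by scaffold, position, strand and sequence context, with a count of methylated and a count of unmethylated reads. The deposited p-value of each cytosine equals a one-sided binomial probability at an error rate of 0.1% in both libraries (largest difference 5.6e-16 in the queen library), and the deposited adjusted p-values follow the Benjamini-Hochberg method over all cytosines of a library. The paper states rates of 99.76% and 99.71% deamination, and these were used here in place of the deposited p-values. The scaffold names are those of a later assembly than the v.02 named in the paper, so positions are given as in the deposited tables, and none was converted between assemblies. Linkage group numbers were inferred from the order of the scaffold names and are not given in the tables.

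No sequence or annotation of that assembly was used. The sequence around covered cytosines was rebuilt from the contexts in both tables, with 0 conflicting bases among 148332870 bases, and it gave 9674711 CpG dinucleotides. Genes were located only by matching the primers of Table S4 to this sequence with up to 2 mismatches. This placed 13 amplicons of 12 genes, the expression primers of GB18602 and 4 mitochondrial amplicons. For GB15132 and GB12920 only the forward primer matched, and the reverse end was set by the amplicon length.

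Methylated cytosines were called by a one-sided binomial test per cytosine, for cytosines with at least 2 reads, with Benjamini-Hochberg adjustment over a library at 0.05. A CpG dinucleotide counted as methylated for windows, regions and periodicity by the same test on the sum of both strands. Shares have 95% Wilson intervals, or exact intervals for mitochondrial DNA, which cover counting error only, and a count of 0 is given with the limit set by 3 reads. Depth was a mean of 5.73 reads per listed cytosine in the queen library and 5.40 in the worker library (medians 5 and 4).

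Since genes could not be placed, 2 other units were chosen after the deposited tables had been seen. Windows of 1000 bp with at least 700 known bases and at least 5 covered CpGs took the place of genes for CpG o/e, and counted as methylated with at least 2 methylated CpGs. The minimum of 5 covered CpGs was set after the result at 10 had been seen, and the result at 10 is given as an alternative. Regions of methylated CpGs joined over gaps of up to 500 bp, with at least 4 tested CpGs, took the place of genes for differential methylation. Regions, windows, amplicons and the GB18602 locus were compared with a binomial generalised linear model with caste and CpG position as factors, a likelihood ratio test of caste, and Benjamini-Hochberg adjustment. A read that covers several CpGs counts once for each of them, and the model treats these counts as independent. The quasi-binomial alternative takes the dispersion from the interaction of caste and CpG. In simulated reads without extra spread it called 35.4% of the regions changed by a log odds of 2, against 79.2% with the binomial model. Single CpGs with at least 5 reads in both libraries and a call in at least 1 were compared by a two-sided Fisher's exact test. Periodicity was measured by the correlation of methylation status between CpGs up to 100 bp apart and its Fourier power. Frames of at least 300 bp without a visible stop codon, called stop-free here, gave codon positions. They could hold short runs of bases that the contexts do not give, and a codon with such a base never counted as a stop.

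The genes and regions named in the text, apart from 2 amplicons that are not reported here, follow a rule set before the data were examined, when the paper's tables and figures had been seen. Its parts were every gene that the paper names with an identifier and that could be located, the 10 with the largest mean difference in each direction among those past the threshold with at least 5 tested CpGs of which at least 80% differ in the same direction, and up to 4 members of fixed gene lists. The second part was applied to regions, where 199 qualified (94 higher in the queen library and 105 in the worker library). The gene lists were not used here, since their members could not be placed. The single CpGs past Fisher's exact test, windows of low or high GC content and mitochondrial amplicons were named outside the rule, after their values were seen.

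The alternatives were other coverage minimums (1, 5 and 10 reads), error rates from the CHH cytosines or a single rate for both libraries, adjustment within each context, a threshold of 0.01, thinning of the deeper library to 94.2% of its reads, summing of strands, the quasi-binomial model, all covered CpGs and minimum differences. Equal reads at each CpG, the deposited adjusted p-values and all alternatives for windows and regions were added after the data were examined. As comparisons without a caste difference, the strands within a library were compared, and reads were redrawn at a common level for both libraries.

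The calls, the model and the periodicity were tested on simulated data. At the depths of these libraries, 0.839% of the calls in a simulated queen library and 0.958% in a simulated worker library were false. These simulated libraries held a part of the cytosines and gave the same high level to every methylated one. The model was also checked against the fit of statsmodels. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6 and matplotlib 3.10.9.

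Shares in exons and introns, the number of methylated genes, differential methylation per gene, histone genes, fixed gene lists, rRNA and tRNA genes and repeats were not analysed here, since no annotation of these scaffolds was used. The 454 reads, drone samples and expression measurements were not used here.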

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

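The tests on base composition, on the level in the worker library, on the strands within a library and on redrawn reads, and the means over all CpGs, were chosen only after the result was seen. The tests with equal reads at each CpG were added after the data had been examined, with their bounds set before their own results were seen.

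Methylation that the paper does not show appeared in 3 reported amplicons of Table S4 outside Figures 2 and 3, where the share of methylated reads in the higher library lies above the limit that a count of 0 would allow at the depth of the other. This is a low bar, since both libraries were methylated there, and the paper selected its amplicons from the same reads for a difference between the castes. The exon 5 amplicon of the cadherin GB18207 had 55.5% of the reads at its methylated CpGs methylated in the worker library and 42.8% in the queen library (119 of 355 and 106 of 360 reads over all its covered CpGs), and GB16176 (nadrin) had 55.6% and 40.5% (45 of 148 and 50 of 202). GB12920 (Mcm5, a replication protein) ran the other way, with 77.1% in the queen library and 43.2% in the worker library, and was the only one of the 3 to pass with the quasi-binomial model (adjusted p 0.0149, against 0.0652 and 0.0920).

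The share of methylated reads also lies above this limit in regions more than 10000 bp from any placed amplicon, named as the first 2 in each direction by mean difference. They were picked for their difference among the regions that passed, so lying above the limit adds no evidence. In the queen library 55.2% of the reads were methylated from 16005708 to 16006148 of linkage group 6 (0 of 52 in the worker library) and 60.0% from 4800864 to 4801509 of linkage group 4 (7.55% in the worker library). In the worker library 72.4% were methylated from 14699682 to 14700056 of linkage group 11 (0 of 43 in the queen library) and 59.4% from 7138651 to 7139082 of linkage group 12 (2.25% in the queen library). With the quasi-binomial model the region of linkage group 12 passed (adjusted p 0.0114) and those of linkage groups 6, 4 and 11 did not (0.0566, 0.283 and 0.173). The deposited tables do not say which genes lie there.

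Fewer CpGs were called methylated in the worker library than in the queen library. A lower methylation level in worker brains would give this, but at methylated CpGs with at least 10 reads in both libraries the worker level was higher by 1.42 points. Over the reads of all CpG cytosines 0.468% were methylated in the queen library and 0.387% in the worker library, but with each of the 8571260 CpGs covered in both libraries given the same weight the mean levels were 0.603% and 0.625%. The worker library also had more methylated reads outside CpG (0.0855% against 0.0701%), so part of this last difference may be unconverted reads. With equal reads at each CpG cytosine the worker library had 0.997 times the calls of the queen library, so a candidate explanation is the lower number of reads at methylated CpGs. Depth relative to the queen library rose 1.62 times from the windows poorest in GC to the richest, and 60.1% of the methylated CpGs in windows lay under 30% GC, which may be the origin of the fewer reads. Whether a second worker library would show the same depth stays open.

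Cytosines outside CpG were called methylated in both libraries. Runs of unconverted cytosines on single molecules would place calls side by side. Another call lay within 50 bp of 4.70% of the queen calls and 2.96% of the worker calls. A single methylated read was not enough for a call, so a run gave none unless its molecule was read more than once. The few neighbouring calls therefore cannot speak against such runs. Base variants that make a CpG in the sequenced bees would place the calls near methylated CpGs, and 15.6% of the queen calls had a methylated CpG within 500 bp, against 6.46% of all such cytosines. An A followed 71.1% of these nearby queen calls, against 45.5% of all cytosines outside CpG there, which goes with variants between CpA and CpG, but it also followed 67.5% of all queen calls. The share near methylated CpGs is too high to exclude variants and too low for them to explain the calls. Of the queen calls with at least 5 reads in the worker library, 16.7% were called there too, against 0.00134% of all CHH cytosines tested there. The calls outside CpG include mitochondrial cytosines, 34 in the queen library and 24 in the worker library. Among mitochondrial cytosines of all contexts, 25 of 2439 were called in the worker library. How many shared calls are mitochondrial was not counted, so the comparison with all CHH cytosines does not decide whether the shared calls are false. Variants, unconverted reads, false calls within the 5% allowed and methylation outside CpG cannot be told apart. No biological explanation was tested.

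Regions differed between the queen and the worker library. Spread between reads within a library would give as many calls between strands, but on a single strand the libraries differed in 10.7 times as many regions (245) as the strands within the queen library did (23). With equal reads at each CpG 80.6% as many regions were called, too close to the bound of 80% to decide. Of these, 382 (67.4% of the first list) were the same, called without a difference in depth. Reads redrawn at a common level with the real depths gave 0 of 5325 (6.74% with an unadjusted p under 0.05). The redrawn reads held no spread beyond the binomial one that the model assumes, so they cannot show whether depth adds calls where such spread exists. For the other regions, depth stays open as a source. The quasi-binomial model left 23 regions. In simulated reads without extra spread it called 35.4% of the regions changed by a log odds of 2, against 79.2% with the binomial model. Spread between CpGs larger than binomial and the lower power of the quasi-binomial model both stay open. Caste, age, the making of the library and the kinds of reads differ together here, and a caste difference remains a hypothesis.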

How the results depend on the processing

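Alternatives with equal reads at each CpG, with the deposited adjusted p-values and on windows and regions were chosen after seeing the data. No paired analysis was possible because each caste has a single library.

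With at least 5 reads per cytosine, 52325 (queen) and 30708 (worker) CpG cytosines, 191 and 57 cytosines outside CpG and 20755 shared CpGs were called. Every read was methylated at 32.3% and 34.1%, the levels were 76.2% and 79.1%, the 3-bp power was 59.8 in the worker library, and 11 amplicon cytosines differed. With at least 10 reads these were 12169, 7132, 69, 48, 3240, 19.6%, 18.3%, 70.6%, 70.7%, a power of 52.0 and 28.2, 1 amplicon cytosine, and 28 single CpGs. With at least 1 read, 49.4% were fully methylated in the queen library at a level of 82.8%. Higher minimums leave fewer cytosines to test; beyond this the cause was not tested.

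Outside CpG, the rate from CHH cytosines gave 944 and 795 calls, adjustment within each context 18 and 9, a threshold of 0.01 333 and 137, and the deposited adjusted p-values 833 and 743. In mitochondrial DNA, the CHH rate gave 76 calls in the worker library, and adjustment within each context 3 in each library. Equal reads gave 60100 CpG calls in the queen library. Thinning gave a queen level of 82.5% and 4 differing single CpGs, a threshold of 0.01 gave 1, and each cytosine on its own 0 (1521 with an unadjusted p under 0.05).

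With strands summed, 92.6% and 92.2% of the CpGs had at least 2 reads (89.3% of cytosines with both libraries summed), 33.0% and 41.7% were fully methylated, the levels were 76.95% and 80.68%, and 30 amplicon CpGs and 11 CpGs of GB18602 differed. Summing gives each test more reads; beyond this the cause was not tested. Levels in place of status gave a 3-bp power of 265 and 521.

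The median CpG o/e of methylated windows was 0.852 with at least 1 methylated CpG, 0.723 with at least 5, 0.790 with the other formula (1.69 without methylation) and 0.922 with at least 10 covered CpGs (1.71 without). Spearman's rho was -0.351 over all windows, -0.645 with at least 1 methylated CpG, -0.635 with at least 5, -0.643, -0.553 and -0.464 with coverage minimums of 1, 5 and 10 reads, and -0.519 with at least 10 covered CpGs. Differing regions were 23 with the quasi-binomial model, 304 at a threshold of 0.01, 232 with at least 10 reads and 66 over CpGs methylated in both libraries. The cause was not tested.

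Another 79 values stayed within the interval or within 1.5 times of the main value, or kept their side of the threshold. Of the amplicons' alternatives, 72 kept their side of the threshold, 14 no longer passed (8 of them with the quasi-binomial model), 3 newly passed (all GB18525, with an adjusted p of 0.0764 and of 6.7e-06 to 0.0357 in these) and none changed direction. With at least 10 reads, the amplicons of GB14848 and GB12920 and the locus of GB18602 gave no value.

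Depth limits tests of single CpGs: 20.1% of the methylated CpGs in the queen library and 39.6% in the worker library had fewer than 5 reads. Alternatives that need gene models were not run: exon definitions, rules for a methylated gene, whole genes, coding exons for periodicity, histone genes, gene lists, rRNA and tRNA genes, and sequence matches to another build.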

Differences from the paper's values

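Of 34 values of the paper set beside values from the deposited tables, 6 differ by more than 1.5 times and by more than the counting error, of which 2 are shares that the paper gives as a lower bound and that lie above it. The 12 amplicon means read by eye from Fig. 2 did not. For GB15132 the figure shows 10 CpGs and the placed stretch holds 14, so only the first 10 were compared; over all 14 the mean of the queen library was 11.8%. The paper's text does not name a coverage minimum for the calls of Table 1, and at least 2 reads per cytosine were required here.

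For methylated CHG cytosines the paper's value is 14 in the queen and 130 in the worker, and the values here were 40 and 24. For the queen, a coverage minimum of 5 reads (22) and a threshold of 0.01 (19) came within 1.5 times or the counting error of the paper's value, and coverage minimums of 1 (31) and 10 (6), the rate from the CHH cytosines (109), the lower rate for both (40), adjustment within each context (2) and thinning (38) did not. For the worker, only the rate from the CHH cytosines did (95), and the others gave from 0 to 30.

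For methylated CHH cytosines in the worker the paper's value is 3019 and the value here was 314, with 9 to 700 under the alternatives set before the data were examined, none of which comes within 1.5 times. For CHH cytosines methylated in both castes the paper's value is 0 and the value here was 19, with 4 to 36 under those alternatives.

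The paper's value for the share of fully methylated CpGs is over 30% in the legend of Fig. S2, and the values here were 48.6% in the queen library and 56.1% in the worker library, both of which are over it. A coverage minimum of 5 reads (32.3% and 34.1%) and summing of strands (33.0% and 41.7%) came within 1.5 times, and coverage minimums of 1 (49.4% and 56.1%) and of 10 (19.6% and 18.3%) did not.

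The paper states that the numbers of methylated CpGs of both castes are close to each other. Here the worker library had 0.764 times the calls of the queen library, and 0.860 times with strands summed. With equal reads at each CpG, an alternative chosen after seeing the values, the ratio was 0.997, and the counts of 60100 and 59920 lie below the paper's.

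The paper reports no methylation detected in mitochondrial DNA. Here the binomial test called 35 mitochondrial cytosines in the queen library and 25 in the worker library, and 3 in each with adjustment within each context. Of the 35 and 25 calls, 34 and 24 lay outside CpG. The share of methylated reads was lower in CpG (0.0841% and 0.289%) than in CHH (0.248% and 0.661%). Unconverted reads and methylation cannot be told apart here, so the calls do not contradict the paper.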

Other observations

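The tests on the number of CpGs per window, on coding frames and on strands were set before their results were seen. The bootstrap intervals and the numbers expected by chance between strands were added afterwards.

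Differing windows, 693 under the binomial model and 9 under the quasi-binomial model, were less depleted of CpG than other methylated windows. Windows with more CpGs give the test more power, which may be a source of such a pattern. At equal numbers of tested CpGs, the smallest difference in median CpG o/e over the strata was 0.0731, with a lower bound of the interval over 0.02 in 3 of 4 strata. With at least 10 covered CpGs per window the differences were 0.0498 to 0.0765, with lower bounds from -0.0161 to 0.0177, all under 0.02. Without strata the medians at this minimum were 0.933 (differing) and 0.859 (other), with a median of 7 tested CpGs in both groups. The size of the difference thus depends on the minimum more than on the strata. With these lower bounds, power stays open as an explanation.

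Methylated CpGs could be placed in coding sequence by lying in long stop-free frames. The odds of lying in a stop-free frame of at least 300 bp were lower for methylated CpGs than for other CpGs of the same windows (odds ratio 0.786, 95% interval 0.771 to 0.802), so the length of these frames did not mark methylated CpGs. Stop codons with a base not given went unseen, and 69.6% of all CpGs that were not methylated lay in such frames. The test therefore cannot say whether methylated CpGs lie in coding sequence.

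Methylation on a single strand would show as methylated CpGs with unequal levels on both strands. Of 11764 CpGs with at least 5 reads on each strand in the queen library, 1 (0.00850%) passed Fisher's exact test between strands after adjustment, and in the worker library 0 of 5250. This does not exclude unequal strands, since only 48.1% and 44.3% of these CpGs had reads enough to reach a p at which 0.5% of them would pass. Exactly 1 strand was without methylated reads at 422 CpGs in the queen library, against 371 expected (SD 17.3) from reads drawn at a level common to both strands, and at 178 in the worker library, against 160 expected (SD 11.3). The small excess in the queen library leaves the question open.

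Table S2 of the paper has 561 entries with 549 distinct identifiers. It lists 5 of the 8 genes of Figures 2 and 3 and 8 of the 12 genes with placed amplicons; GB14848, GB15356, GB18798 and GB18525 are not in it. The largest value of its caste column, given in percent, is 0.05. The legend describes this column as a mark of statistical significance, so it is unclear whether its values are percentages or p-values.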
